# Dissection of transcriptional events in graft incompatible reactions of “Bearss” lemon (*Citrus limon*) and “Valencia” sweet orange (*C. sinensis*) on a novel citrandarin (*C. reticulata × Poncirus trifoliata*) rootstock

**DOI:** 10.3389/fpls.2024.1421734

**Published:** 2024-06-20

**Authors:** Vicente J. Febres, Anas Fadli, Bo Meyering, Fahong Yu, Kim D. Bowman, Jose Xavier Chaparro, Ute Albrecht

**Keywords:** citrus, graft compatibility, graft incompatibility, RNA-seq, differentially expressed genes, stress response, plant defense, rootstock

## Abstract

Citrus is commercially propagated via grafting, which ensures trees have consistent fruit traits combined with favorable traits from the rootstock such as soil adaptability, vigor, and resistance to soil pathogens. Graft incompatibility can occur when the scion and rootstock are not able to form a permanent, healthy union. Understanding and preventing graft incompatibility is of great importance in the breeding of new fruit cultivars and in the choice of scion and rootstock by growers. The rootstock US-1283, a citrandarin generated from a cross of “Ninkat” mandarin (*Citrus reticulata*) and “Gotha Road” #6 trifoliate orange (*Poncirus trifoliata*), was released after years of field evaluation because of its superior productivity and good fruit quality on “Hamlin” sweet orange (*C. sinensis*) under Florida’s growing conditions. Subsequently, it was observed that trees of “Bearss” lemon (*C. limon*) and “Valencia” sweet orange (*C. sinensis*) grafted onto US-1283 exhibited unhealthy growth near the graft union. The incompatibility manifested as stem grooving and necrosis underneath the bark on the rootstock side of the graft. Another citrandarin rootstock, US-812 (*C. reticulata* “Sunki” × *P. trifoliata* “Benecke”), is fully graft compatible with the same scions. Transcriptome analysis was performed on the vascular tissues above and below the graft union of US-812 and US-1283 graft combinations with “Bearss” and “Valencia” to identify expression networks associated with incompatibility and help understand the processes and potential causes of incompatibility. Transcriptional reprogramming was stronger in the incompatible rootstock than in the grafted scions. Differentially expressed genes (DEGs) in US-1283, but not the scions, were associated with oxidative stress and plant defense, among others, similar to a pathogen-induced immune response localized to the rootstock; however, no pathogen infection was detected. Therefore, it is hypothesized that this response could have been triggered by signaling miscommunications between rootstock and scion either through (1) unknown molecules from the scion that were perceived as danger signals by the rootstock, (2) missing signals from the scion or missing receptors in the rootstock necessary for the formation of a healthy graft union, (3) the overall perception of the scion by the rootstock as non-self, or (4) a combination of the above.

## 1 Introduction

Commercial production of citrus fruits relies on grafting for the vegetative propagation of cultivars. This guarantees that the fruiting variety is true-to-type, has a short juvenility period and improves soil adaptability and tolerance or resistance to soil pathogens and associated stresses (Bowman and Joubert, 2020). Additionally, rootstocks can modulate and improve certain characteristics to the scion, such as vigor and fruit quality (Wheaton et al., 1995; Bowman and Joubert, 2020; Morales Alfaro et al., 2023). Therefore, the establishment, and long-term survival and health of the graft union is crucial. The formation of functional graft unions involves complex processes that include tissue adhesion, followed by the production of callus between the grafting partners, the development of new cambium, and the connection of vascular tissues between the two parts to form a single functional unit (Melnyk et al., 2015; Rasool et al., 2020). Graft unions that result in healthy growth of the scion–rootstock combination are considered compatible. In those combinations where the rootstock and scion fail to establish a strong and lasting connection, graft incompatibility ensues. This occurrence, which manifests as anatomical abnormalities at the union, stunted growth, or even complete failure of the graft and death of the plant can take months or years to develop (Bevington, 1976; Melnyk, 2017; de Carvalho et al., 2018).

Results in Arabidopsis indicate that in the initial stages of graft union formation, prior to contact between the two parts, differential gene expression, cell division, and cell expansion between rootstock and scion occur (Melnyk et al., 2015). This asymmetry lessens once contact between the grafting partners is established. The genetic requirements for the subsequent vascular reconnection between scion and rootstock are also different, with two auxin-responsive genes being important below, but not above, the graft junction (Melnyk et al., 2015). This is suggestive of recognition by the rootstock of a signal from the scion for the successful formation of graft unions (Melnyk et al., 2015; Tedesco et al., 2022). Conversely, a breakdown in signaling between the two parts could lead to the recognition of the other partner in the graft as non-self, leading to incompatibility (Tanaka and Heil, 2021; Ge et al., 2022; Tedesco et al., 2022).

Graft incompatibility can be classified into (1) translocated incompatibility, which manifests as leaf chlorosis, retardation or cessation of scion growth, and/or poor development of the root system within the first year after grafting; (2) localized incompatibility, in which a disruption of the vascular continuity between rootstock and scion occurs and may take years to manifest; and (3) virus-induced incompatibility, in which viral infections result in the disruption of an otherwise compatible graft union (Rasool et al., 2020). For instance, certain strains of *Citrus tristeza virus* (CTV), can cause the decline of various citrus scions grafted onto sour orange rootstock as a result of cell death at the graft union (Moreno et al., 2008).

The formation of the graft union is genetically controlled and associated with the transcriptional reprogramming of biological processes such as wound response, cell wall modifications, cell division and differentiation, and hormonal signaling (Cookson et al., 2013; Melnyk et al., 2015; Pina et al., 2017; Habibi et al., 2022). These processes can be sensitive to the genetic distance between the scion and the rootstock. The greater the genetic divergence between the grafting partners, the more complex the interactions become, increasing the likelihood of graft failure (Gautier et al., 2019). Additionally, as in the case of citrus, the compatibility between the grafting partners can also be influenced by their respective position relative to the graft union (Raiol-Junior et al., 2022). Certain genotypes exhibit higher compatibility when used as scions, while others demonstrate greater compatibility when used as rootstocks or as interstocks.

US-1283 (*Citrus reticulata* “Ninkat” × *Poncirus trifoliata* “Gotha Road” #6) is a hybrid citrus rootstock that was released in 2014 after more than 14 years of field evaluations by the U.S. Department of Agriculture (USDA) (Bowman and McCollum, 2014). These evaluations were conducted using “Hamlin” sweet orange as the scion. During subsequent propagations for new field trials with additional scions, including “Bearss” lemon, “Star Ruby” grapefruit, and “Tango” mandarin, abnormal growth that appeared to be graft incompatibility was observed in these three combinations (Bowman and Albrecht, 2020). The rootstock US-812 (*C. reticulata* “Sunki × *P. trifoliata* “Benecke”), another mandarin × trifoliate orange hybrid rootstock, released by the USDA in 2005 (Bowman and Rouse, 2006), does not show incompatibility with any of those scions. Therefore, we sought out to compare the graft responses of these two rootstocks. The main objective of this study was to identify pathways, expression networks, and molecular mechanisms associated with incompatibility by analyzing transcriptome changes in rootstocks with similar genetic backgrounds but different responses to grafting. We reasoned that performing a transcriptome analysis of the vascular tissues near the graft union of compatible and incompatible graft combinations would help understand the processes and potential causes of incompatibility in citrus. Graft compatibility in citrus has not been studied extensively. Presently, compatibility can only be assessed by the grafting of each new rootstock and scion combination, followed by multi-year field evaluations. Given the increased numbers of novel scions and rootstocks developed by citrus breeders and the importance of grafting for propagation, there is an urgent need to develop effective and fast tools to understand and diagnose graft incompatibility and prevent consequent unexpected tree loss in the nursery and the field. This study is also an initial step in the identification of potential gene expression targets for marker development.

## 2 Materials and methods

### 2.1 Plant materials

Two rootstocks were used in this study, US-1283 [“Ninkat” mandarin (*C. reticulata*) × “Gotha Road” #6 trifoliate orange (*P. trifoliata*)] and US-812 [“Sunki” mandarin (*C. reticulata*) × “Benecke” trifoliate orange (*P. trifoliata*)]. Seeds from both rootstocks were sown into 1.5” × 8.25” (3.8 cm × 21 cm) Ray Leach cone-tainers (Stuewe & Sons, Tangent, OR) containing Fafard 4P potting medium (Fafard, Agawam, MA) and transplanted into 5” × 9.5” (12.7 cm × 24.1 cm) tree pots (Stuewe & Sons) containing the same potting medium after 9 months. Rootstock liners were grafted by the inverted T-bud method (Albrecht et al., 2021) with certified, disease-free budwood of “Valencia” sweet orange (*C. sinensis*) and “Bearss” lemon (*C. limon*). Buds were grafted 10 cm above the soil level. A total of 6 to 15 plants per graft combination were produced. Buds were unwrapped after 2–3 weeks when the unions had healed and produced callus. At this point, rootstock liners were broken above the graft union and bent to force shoot growth. Rootstocks were cut off when scions had grown by at least 10 cm. Plants were grown in an enclosed temperature-controlled (13–33°C) greenhouse under natural light at the University of Florida, IFAS Southwest Florida Research and Education Center, Immokalee, FL.

### 2.2 RNA extraction and Illumina sequencing library construction

Stem vascular tissues were collected for RNA extraction 12 months after grafting from both compatible and incompatible combinations after the full expression of graft incompatibility symptoms had developed (fluting or grooving of the rootstock trunk; see Results section). The outer layer of bark was first removed and, using a potato peeler, thin strips of phloem and xylem tissue were collected from 2 cm above and below the graft union and immediately frozen in liquid nitrogen. The tissue was ground in liquid nitrogen using mortar and pestle and stored at −80°C until use. Approximately 100 mg of ground tissue was used to extract RNA using the Qiagen RNeasy plant mini kit (Qiagen, Valencia, CA) according to the manufacturer’s instructions. RNA quality and concentration were measured using the QUBIT RNA fluorometry method (Invitrogen, Waltham, MA) and an Agilent Bioanalyzer (Agilent, Santa Clara, CA). An amount of 250 ng of high-quality total RNA with an RNA integrity number (RIN) of 7 or higher was used for the library construction using the reagents provided in the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, MA) and the NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs) according to the manufacturer’s instructions. Briefly, 100 ng of total RNA was used for mRNA isolation using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs). The poly A enriched RNA was fragmented in NEBNext First Strand Synthesis Buffer via incubation at 94°C for 8 min. This step was followed by first-strand cDNA synthesis using reverse transcriptase and random hexamer primer. Synthesis of double-stranded cDNA was done using the second-strand master mix provided in the kit, followed by end-repair and dA-tailing. At this point, Illumina adaptors were ligated to the sample. Finally, the library was amplified, followed by purification with AMPure beads (Beckman Coulter, Pasadena, CA). The library size and mass were assessed by analysis in the Agilent TapeStation using a High Sensitivity DNA1000 Screen Tape. Typically, a 200–1,000 broad library peak is observed with the highest peak at ~500 bp. Thirty-nine barcoded libraries were pooled equimolarly for sequencing simultaneously for 0.52 lanes of NavaSeq 6000 S4 2 × 150 cycles run as described below. RNA-Seq library was performed at the UF ICBR Gene Expression Core (https://biotech.ufl.edu/gene-expression-genotyping/, RRID: SCR_019145).

### 2.3 Illumina NovaSeq6000 sequencing

Normalized libraries were submitted to the Illumina “Free Adapter Blocking Reagent” protocol (Illumina, San Diego, CA) to minimize the presence of adaptor-dimers and index hopping rates. The library pool was diluted to 0.8 nM and sequenced on one S4 flow cell lane (2 × 150 cycles) of the Illumina NovaSeq6000. The instrument’s computer utilized the NovaSeq Control Software v1.6. Cluster and SBS consumables were v1.5. The final loading concentration of the library was 120 pM with 1% PhiX spike-in control. One lane generated 2.5–3 billion paired-end reads (~950 Gb) with an average Q30% ≥92.5% and Cluster PF = 85.4%. FastQ files were generated using the BCL2fastQ function in the Illumina BaseSpace portal. The Illumina NovaSeq 6000 was used to sequence the libraries for 2 × 150 cycles. Sequencing was performed at the ICBR NextGen Sequencing (https://biotech.ufl.edu/next-gen-dna/, RRID: SCR_019152).

### 2.4 Annotation and expression analysis

Reads acquired from the Illumina NovaSeq 6000 platform were cleaned up with the cutadapt program (Martin, 2011) to trim off sequencing adaptors and low-quality bases with a quality phred-like score <20. Reads <40 bases were excluded from RNA-seq analysis. The *Citrus clementia* (v1.0_182) genome from JGI (Joint Genome Institute, Berkeley, CA) was used as reference sequence for RNA-seq analysis. The cleaned reads of each sample were mapped to the reference genome using the read mapper of the STAR package (Spliced Transcripts Alignment to a Reference, v2.7.9a) (Dobin et al., 2012). The mapping results were processed with the HTSeq (High-Throughput Sequence Analysis in Python, v0.11.2) (Anders et al., 2014), samtools, and scripts developed in-house at ICBR of UF to remove potential PCR duplicates, and choose and count uniquely mapped reads for gene expression analysis. Principal component analysis (for detecting outlier samples) based on all identified genes in each analysis was performed with the R-package v4.1.3 (R Core Team, 2022). The counted reads of each gene were analyzed by an in-house DESeq2-based R pipeline. The adjusted *p*-value was used to detect the false-positive rate in each comparison. Significant up- and downregulated genes were selected using the *p*-value, log_2_ fold change (log2FC), and the adjusted *p*-value (*p*_Adj_) for downstream analysis. The RNA-Seq data reported here have been deposited in NCBI’s Gene Expression Omnibus (GEO), accession number GSE263656.

### 2.5 Gene enrichment analysis

Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed using the g:GOSt version e109_eg56_p17_1d3191d online tool in the g:Profiler public web server (Kolberg et al., 2023) with *C. clementina* selected as the organism, a Set Counts and Sizes algorithm (g:SCS) significance threshold of 0.05, and the “highlight driver terms in GO” option selected. Only differentially expressed genes (DEGs) with *p*_Adj_ < 0.05 were included. Within these, genes with a log2FC ≥1 were considered as induced, and genes with a log2FC ≤−1 were considered as repressed. g:GOSt generated a list of enriched terms, and from the statistically significant enriched terms, those deemed non-redundant based on the topology of the annotation (terms that are not directly connected) and with the smallest adjusted *p*-value (*p*_Adj_) were highlighted. The KEGG mapper reconstruction tool (Kanehisa et al., 2023) was used to map KEGG pathway and other networks using the annotated K numbers (KO identifiers). JMP Genomics v9.1 was used to generate bubble plots and heatmaps to represent the results in graphical form.

### 2.6 Quantitative real-time PCR analysis

Twelve genes involved in different metabolic pathways were selected for qPCR validation (**Supplementary Table S1**). Specific primers were designed based on the cDNA sequence available on the Joint Genome Institute (JGI) using the IDT PrimerQuest™ tool. BLAST and MEGA 11.0.13 (Tamura et al., 2021) were used to verify the sequence specificity of the designed primers. Total RNA (1 µg) was used for cDNA synthesis using the iScriptTM gDNA Clear cDNA Synthesis Kit (Bio-Rad, Hercules, CA) following the manufacturer’s instructions. The primer pairs were tested for qRT-PCR specificity using melting-curve analysis. qRT-PCR was performed using the SsoAdvanced Universal SYBR^®^ Green Supermix (Bio-Rad) on a CFX96 qPCR System (Bio-Rad) in a total volume of 20 µL, which consisted of 10 µL of SYBR^®^ Green Supermix, 1 µL of each specific primer (equivalent to 500 nM per reaction), 2 µL of 1:10 diluted cDNA (equivalent to 10 ng per reaction), and 6 µL of nuclease-free water. Thermal cycling conditions were 30 s of denaturation at 95°C followed by 40 cycles of 95°C for 15 s and annealing at 60°C for 30 s. All reactions were performed in triplicate with three biological replicates. The tubulin gene was used as an endogenous control gene (**Supplementary Table S1**). Relative gene expression was calculated using the 2^−ΔΔCt^ method (Livak and Schmittgen, 2001).

## 3 Results

We set out to compare compatible and incompatible graft reactions on US-1283 rootstock. Prior observations during nursery propagations indicated that “Bearss” lemon grafted onto US-1283 exhibited abnormal graft unions within a few months after grafting, while “Valencia” sweet orange did not. In our follow-up grafting study, however, “Valencia” developed abnormalities similar to “Bearss” in combination with US-1283, although the symptoms appeared several weeks later and were less severe. Therefore, for the subsequent transcriptome analysis, we focused on pairwise comparisons between both incompatible reactions on US-1283 and the respective compatible ones on US-812.

### 3.1 Morphological and anatomical response

The incompatibility symptoms in the US-1283 rootstock grafted with either “Bearss” or “Valencia” manifested as fluting or grooving of the rootstock stem and necrosis beneath the rootstock bark (**Figures 1**; **Supplementary Figure S1**). Stem grooving did not manifest until 2–3 months after grafting but became more noticeable during later stages of the experiment. Symptoms were more prominent and appeared earlier in US-1283 plants grafted with “Bearss”. The scion exhibited few symptoms except for leaf chlorosis, which was temporary and occurred in only a few plants 3–4 months after grafting. Some of the “Bearss”/US-1283 grafted trees also exhibited swelling of the scion directly above the graft union, which was more rarely observed in “Valencia”/US-1283 trees. Bud swelling, when present, was not evident until 3–4 months after grafting. Exudation of sap was observed in some “Bearss” plants on the graft union and from the stem bark directly above the graft union but did not occur until 9–10 months after grafting. An analysis of the grafted plant tissues against the Florida Division of Plant Industry (DPI)-mandated panel of pathogens (conducted by the DPI laboratory) yielded negative results, indicating that the symptoms and response observed were not caused by any tested infectious disease, including some viruses responsible for similar incompatibility symptoms in citrus, such as CTV and *Citrus tatter leaf virus* (CTLV, synonym *Apple stem grooving virus*, ASGV). In contrast, the same two scions grafted onto US-812 produced normal graft unions with no visible malformation of the rootstock, scion swelling, or chlorosis (**Figures 1**; **Supplementary Figure S1**).

**Figure 1:**
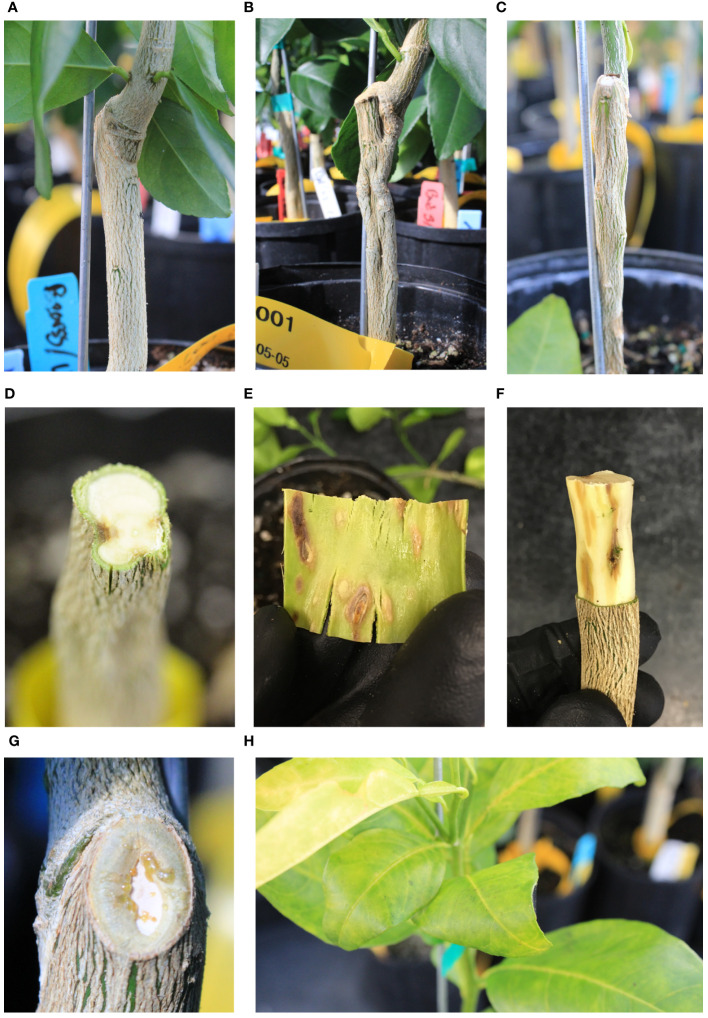
Grafted plants morphology. **(A)** US-812 grafted with “Bearss” lemon (BL/US-812, compatible). **(B)** Grooving in the rootstock and scion swelling above the graft union in BL/US-1283 (incompatible). **(C)** Grooving in the US-1283 rootstock grafted with “Valencia” sweet orange (VL/US-1283, incompatible). **(D)** Cross section of the rootstock stem of BL/US-1283 (incompatible) showing necrosis and grooving. **(E)** Necrosis in the rootstock bark (inner side shown) of BL/US-1283 (incompatible). **(F)** Pitting and necrosis in the wood of US-1283 grafted with “Bearss” lemon (BL/US-1283, incompatible). **(G)** Sap exudate in BL/US-1283 (incompatible) near the graft union. **(H)** Leaf yellowing in a “Valencia” sweet orange scion grafted onto US-1283 (VL/US-1283, incompatible).

### 3.2 RNA-seq analysis of differentially expressed genes

Gene expression profiling was used to compare the incompatible reactions of US-1283 grafted with “Bearss” (BL/US-1283) and “Valencia” (VL/US-1283) with US-812 compatible graft reactions (BL/US-812 and VL/US-812, respectively) as controls in the stem region above (AGU) and below (BGU) the graft unions. 

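The data behind the comparisons are 24 RNA-Seq libraries of phloem and xylem strips peeled from the stem 2 cm above or below the graft union, 12 months after grafting. They come from 12 plants, 3 for each combination of scion and rootstock, and each plant gave 1 library AGU and 1 library BGU according to the library numbers in Supplementary Table S6. The authors trimmed the reads with cutadapt, mapped them to the C. clementina genome with STAR and deposited the number of uniquely mapped reads that HTSeq counted on each gene, without normalization. Whether the counting used the strand of the reads is not given in the sources used here, so the counts of genes that overlap another gene are uncertain. Between 38315308 and 58170297 reads per library were counted on genes, with a median of 48095998. Each of the 4 comparisons was fitted on its own 6 libraries with edgeR's quasi-likelihood test after TMM normalization. Genes with at least 10 counts in at least 3 libraries were tested, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called differentially expressed at an adjusted p under 0.05, induced at a log2FC of at least 1 and repressed at a log2FC of at most -1, the thresholds of the paper. Each standard error was derived from edgeR's test, as the size of the unshrunken log2FC over the square root of the F statistic. It is approximate, above all for genes with few counts. DESeq2, the tool named in the paper's methods, was run on the same libraries as an alternative. Against a group without a single count, a fold change is given as a lower bound computed from a floor of 3 counts per library. Such floors cover counting error only, since PCR copies of a read are not independent molecules.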

Four comparisons were made: (1) BL/US-1283 vs. BL/US-812 AGU, (2) BL/US-1283 vs. BL/US-812 BGU, (3) VL/US-1283 vs. VL/US-812 AGU, and (4) VL/US-1283 vs. VL/US-812 BGU (**Supplementary Tables S2**–**S5**). The differential comparisons are expressed as incompatible relative to compatible reactions and, for simplicity, are referred to as BL/US-1283 AGU, VL/US-1283 AGU, BL/US-1283 BGU, and VL/US-1283 BGU, respectively (see **Table 1**). The plants used for RNA extraction were uniform in their symptom expression, i.e., grooving and necrotic spots in the US-1283 rootstock and minimal to no swelling of the scion AGU (**Supplementary Figure S1**). US-1283 and US-812 have similar genetic backgrounds as they are both crosses of *C. reticulata* × *P. trifoliata*, although with different parental cultivars. 

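Tissue BGU belongs to the rootstock, so the comparisons BGU are also comparisons between the genotypes of US-1283 and US-812, whereas tissue AGU has the same scion genotype on both sides. Genes counted on 1 rootstock alone were listed as those with at least 50 counts in each library of one rootstock and at most 3 in each library of the other. Of these, 34 genes BGU with BL as scion and 43 with VL were counted on US-1283 alone, and 22 of them were shared by both scions. On US-812 alone the numbers were 14 with BL, 12 with VL and 7 with both. Under the same definition 0 genes AGU were counted on 1 rootstock alone, with either scion and in either direction.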

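Sequencing depth was of the same order in every combination of scion, rootstock and position. The median number of reads counted on genes ranged from 41641708 in BL/US-1283 AGU to 55679759 in VL/US-1283 BGU, over 3 libraries each. No pair of replicate libraries was a duplicate. Between replicates of the same combination, the chi-square per degree of freedom over all genes was lowest, at 16.4, for replicates 1 and 2 of VL/US-1283 AGU and at least 70.0 for every other pair, where sampling noise alone gives a value near 1.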

Twenty-four libraries were constructed and sequenced, with three biological replicates for each of the four graft combinations and two regions relative to the graft union (**Supplementary Table S6**). In total, over 1.47 billion clean reads (adaptors and low-quality data removed) were obtained by Illumina sequencing, each library comprising more than 50 million reads. 

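The paper's Supplementary Table S6 lists 50364622 clean reads for the smallest library. In each of the 24 libraries, the deposited counts on genes, on no gene feature and on more than 1 gene were added up. The sum is exactly the number of uniquely mapped reads that the same table lists.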

The average number of mapped transcripts was 20,778 per library, 88% of which was uniquely mapped and 3.68% was mapped to multiple loci. 

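At least 1 read was counted on 20293 to 21178 genes per library, with a mean of 20839. Of the 24533 genes, 23322 had a count in at least 1 library and 1211 had none. Uniquely mapped reads that HTSeq placed on no gene feature made up 10.1% to 12.8% of the alignments it listed per library. Whether they include reads in introns or on the opposite strand is not given in the sources used here. Reads that overlapped more than 1 gene made up 0.373% to 0.684%, and alignments to multiple loci 3.11% to 5.10%. None of these reads were assigned to genes.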

There are 24,533 protein-coding genes annotated in *C. clementina*.

**Table 1:** Summary of graft combinations analyzed using RNA-Seq and the number of differentially expressed genes (DEGs) detected in incompatible graft combinations compared to compatible combinations.

Short name	Comparison (incompatible vs. compatible)	Position relative to graft union	DEGs (*p*_Adj_ < 0.05)		
			Total	log2FC ≥1	log2FC ≤−1
BL/US-1283 AGU	BL/US-1283 - BL/US-812	AGU	102	33	37
VL/US-1283 AGU	VL/US-1283 - VL/US-812	AGU	205	78	46
BL/US-1283 BGU	BL/US-1283 - BL/US-812	BGU	4,749	1,446	1,159
VL/US-1283 BGU	VL/US-1283 - VL/US-812	BGU	2,680	1,053	649

DEGs, differentially expressed genes; log2FC, log2 of fold change.

BL, “Bearss” lemon, VL; “Valencia” sweet orange; AGU, above graft union; BGU, below graft union.

Pairwise comparisons, using the *C. clementina* annotation, between incompatible and compatible reactions revealed 102 and 205 significant DEGs (*p*_Adj_ < 0.05) in BL/US-1283 and VL/US-1283 AGU, respectively (**Table 1**). Of these, 33 and 78 DEGs were induced (*p*_Adj_ < 0.05, log2FC ≥1) and 37 and 46 were repressed (*p*_Adj_ < 0.05, log2FC ≤−1) in BL/US-1283 and VL/US-1283 AGU, respectively. In contrast, there were 4,749 and 2,680 significant DEGs in BL/US-1283 and VL/US-1283 BGU, of which 1,446 and 1,053 were induced and 1,159 and 649 were repressed, respectively. 

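In the edgeR fits AGU, 0 of 19001 genes tested in BL/US-1283 and 0 of 19121 tested in VL/US-1283 passed the adjusted threshold, while 987 and 1159 genes had an unadjusted p under 0.05. The alternative that moved these numbers most was DESeq2, with 103 genes called in BL/US-1283 and 202 in VL/US-1283. In data simulated from the same libraries, with 200 genes changed by 2 on the log2 scale, edgeR recovered 113 in BL/US-1283 AGU with 6 false calls and 145 in VL/US-1283 AGU with 12. On the same simulated data DESeq2 recovered 163 with 99 false calls and 165 with 76. Each set was a single draw with the spread that edgeR had estimated for each gene, which might favor edgeR. The share of false calls among the real DESeq2 calls cannot be read from it. The smallest adjusted p in BL/US-1283 AGU, 0.869 by edgeR with Benjamini-Hochberg adjustment, was a tie over many genes and singles none of them out. Named here are the 3 with the smallest unadjusted p, a thioredoxin superfamily gene, Ciclev10023018m.g, with a log2FC of 1.36 (standard error 0.151), a receptor-like protein kinase-related gene, Ciclev10015972m.g, at -1.47 (0.185), and another thioredoxin superfamily gene, Ciclev10006286m.g, at -1.92 (0.275). In VL/US-1283 AGU the smallest adjusted p by edgeR with the same adjustment, 0.335, was again tied over more than 3 genes, and those with the smallest unadjusted p were RD29B, Ciclev10004574m.g, with a log2FC of -2.69 (standard error 0.238), WRKY51 and BHLH92, Ciclev10005777m.g, at -3.60 (0.396). In each of these genes every US-1283 library lay on the same side of every US-812 library, as 10% of genes would by chance with 3 libraries against 3. The names are those of Arabidopsis matches in the paper's supplementary tables.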

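With edgeR 0 genes AGU were induced and 0 repressed with either scion, as no gene passed the adjusted threshold. DESeq2 called 33 genes induced and 38 repressed in BL/US-1283 AGU, and 77 induced and 45 repressed in VL/US-1283 AGU. Without any 1 of the 6 libraries of a comparison, the number of genes called by edgeR AGU stayed at 0.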

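Below the graft union, edgeR called 2252 of 18939 genes tested in BL/US-1283, with 841 induced and 610 repressed. In VL/US-1283 BGU it called 959 of 19075, with 491 induced and 270 repressed. By direction alone, 1149 of the called genes were higher and 1103 lower on US-1283 with BL as scion, and 603 were higher and 356 lower with VL. An unadjusted p under 0.05 was found for 5955 and 4265 genes, respectively. DESeq2 moved the numbers most among the alternatives with all libraries, to 4779 genes in BL/US-1283 BGU and 2700 in VL/US-1283 BGU. The edgeR number for BL fell to 129 without replicate 2 of BL/US-1283 BGU, 308 without its replicate 3, and 753 and 169 without replicates 5 and 6 of BL/US-812 BGU. For VL it fell to 174, 188 and 179 without replicates 1, 2 and 3 of VL/US-1283 BGU, and to 358 and 625 without replicates 5 and 6 of VL/US-812 BGU. On simulated data edgeR recovered 147 of 200 changed genes in BL/US-1283 BGU and 141 in VL/US-1283 BGU, with 11 false calls in each. More than 200 genes were called in the real libraries BGU, so these rates need not carry over.

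**Figure D1:**
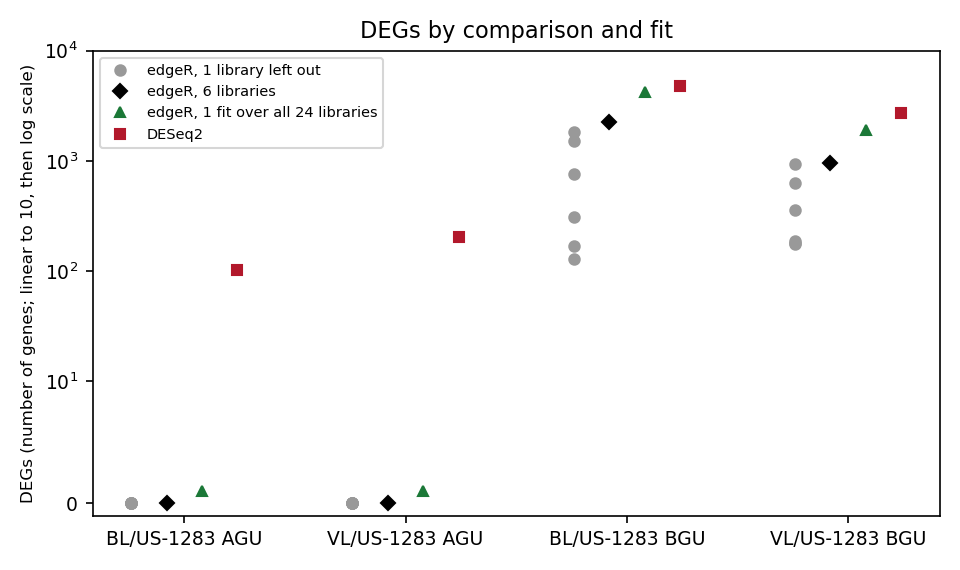
Number of DEGs in each comparison, on an axis that is linear up to 10 and logarithmic above, by edgeR on the 6 libraries (diamonds), with each library left out in turn (circles), in 1 edgeR fit over all 24 libraries (triangles) and by DESeq2 (squares). The diamonds stand at 0 in both comparisons AGU and at 2252 and 959 BGU.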

There were 1,640 common DEGs (710 induced and 378 repressed) between BL/US-1283 and VL/US-1283 BGU, and only 3 common DEGs between BL/US-1283 and VL/US-1283 AGU (**Figure 2**). 

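Called by edgeR in both comparisons BGU were 635 genes, of which 338 were induced in both and 180 repressed in both, and 0 genes were called in both comparisons AGU. DESeq2 gave 1657 genes BGU, 713 induced and 381 repressed, and 3 genes AGU. Over 20597 genes the log2FC BGU of the BL and VL plants had a Pearson correlation of 0.766. Genes are not independent replicates, so this describes the libraries and carries no p. Named here are the 5 genes called in both comparisons BGU with the largest fitted log2FC among those with at least 100 counts in each library of the higher group. Where a group has 0 counts the fitted value depends on edgeR's prior count, and so does this ranking. Ciclev10001675m.g, an Arabidopsis RPB1 match, had a TMM-normalized expression of 4.95 ± 0.900 CPM (SD, n = 3) on US-1283 and 0 on US-812 with BL as scion, at least 75.8-fold higher, and 4.12 ± 0.767 (SD, n = 3) against 0 with VL, at least 63.3-fold higher. The VRN1 match Ciclev10030278m.g, also without a count on US-812 BGU, was at least 45.3-fold higher with BL and at least 48.9-fold higher with VL. The SOL1 match Ciclev10003529m.g had a log2FC of 7.77 (standard error 0.975) with BL and was at least 267.0-fold higher with VL. The ST2A match Ciclev10022534m.g had a log2FC of 7.91 (standard error 0.762) with BL and was at least 239.3-fold higher with VL. A gene of unknown function, the DUF239 gene Ciclev10010668m.g, went the other way, with a log2FC of -9.20 (standard error 0.722) with BL, where it had 0 to 2 counts per US-1283 library, and was at least 207.4-fold lower with VL. By edgeR with Benjamini-Hochberg adjustment, the adjusted p of these 5 genes ranged from 0.00127 for Ciclev10003529m.g with VL to 0.0105 for the same gene with BL, and in each the libraries of the rootstocks did not overlap. Without replicate 2 of BL/US-1283 BGU, Ciclev10003529m.g was not called with BL. Where a rootstock had 0 to 2 counts per library, these genes were too low to be tested without a library of the other rootstock. They count as not called there.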

Only two DEGs (both induced) were common to all graft combinations and tissue locations.

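No gene passed the adjusted threshold of edgeR in all 4 comparisons, which leaves 0, since none was called AGU. DESeq2 called 2 genes in all 4, WRKY51 and WRKY23, both higher on US-1283 in each comparison. WRKY51, Ciclev10026733m.g, is among the genes of Supplementary Table S1. Its log2FC by edgeR was 2.47 (standard error 0.646) in BL/US-1283 AGU, 2.78 (0.302) in VL/US-1283 AGU, 5.44 (0.670) in BL/US-1283 BGU and 3.36 (0.671) in VL/US-1283 BGU. The adjusted p by edgeR with Benjamini-Hochberg adjustment was 0.869, 0.335, 0.0102 and 0.0439, in the same order, and each US-1283 library was above each US-812 library in all of them. Its call in VL/US-1283 BGU was lost without any 1 of the 6 libraries, and that in BL/US-1283 BGU without replicate 2 of BL/US-1283 or replicate 6 of BL/US-812. WRKY23, Ciclev10017173m.g, was chosen after its values were seen. Its log2FC by edgeR was 1.72 (standard error 0.277) in BL/US-1283 AGU, 2.27 (0.330) in VL/US-1283 AGU, 5.39 (0.690) in BL/US-1283 BGU and 3.49 (0.359) in VL/US-1283 BGU, again without overlap between the rootstocks. The adjusted p by edgeR with Benjamini-Hochberg adjustment was 0.869 in BL/US-1283 AGU, 0.597 in VL/US-1283 AGU, 0.0111 in BL/US-1283 BGU, where it was not called without the same 2 libraries, and 0.00634 in VL/US-1283 BGU. Over both scions together, WRKY23 was the 1 gene AGU of 19916 tested that edgeR called, with 873 at an unadjusted p under 0.05, and DESeq2 called 50. The number by edgeR was 1 without replicate 1 of BL/US-1283 AGU, replicate 5 of BL/US-812 AGU or replicate 6 of VL/US-812 AGU and 0 without any of the other 9 libraries.

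**Figure D2:**
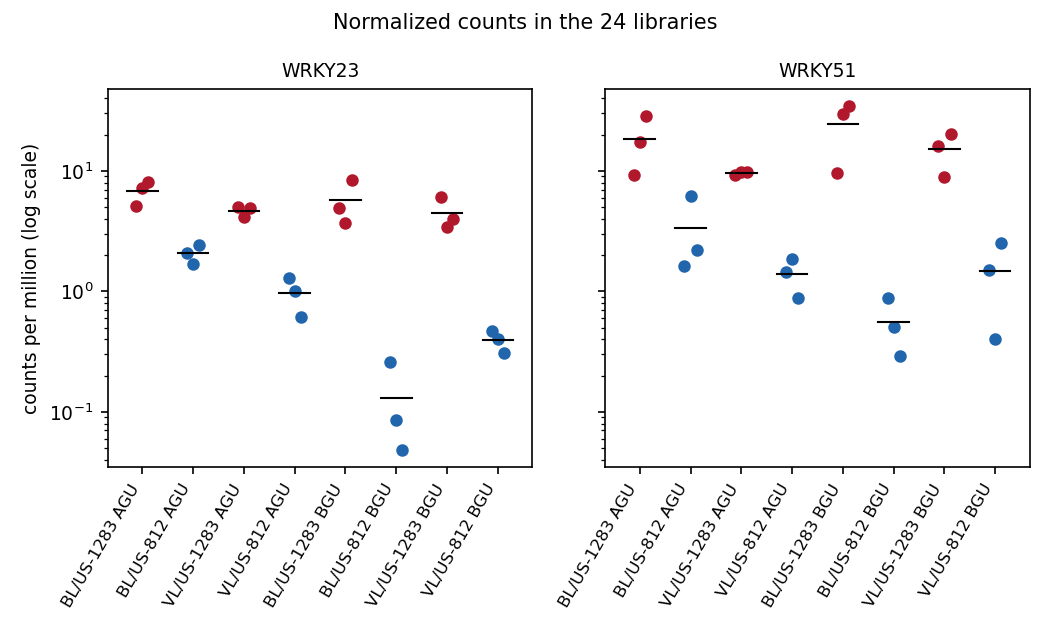
Normalized expression (CPM) of WRKY23 and WRKY51 in each of the 24 libraries, on a logarithmic axis, for US-1283 (red) and US-812 (blue), with each mean of 3 libraries as a line. Within each scion and position the US-1283 libraries lie above the US-812 libraries.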

**Figure 2:**
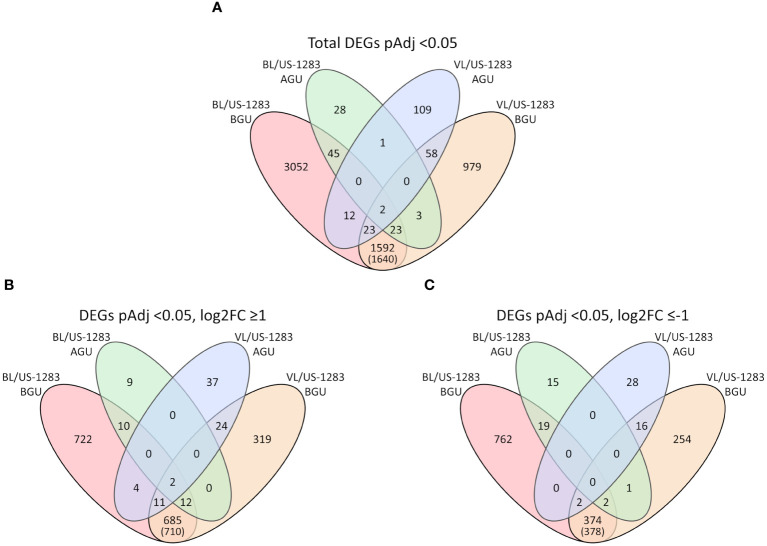
Venn diagrams show the numbers of differentially expressed genes (DEGs) above and below the graft union (AGU and BGU, respectively) in incompatible graft combinations with US-1283 relative to the compatible combinations with US-812 rootstock. **(A)** All DEGs (*p*_Adjusted_, *p*_Adj_ < 0.05) in the incompatible reactions. **(B)** DEGs induced in the incompatible reactions (*p*_Adj_ < 0.05 and log_2_ of fold change, log2FC ≥ 1). **(C)** DEGs repressed in the incompatible reactions (*p*_Adj_ < 0.05 and log2FC ≤ −1). Numbers in parenthesis indicate the total number of DEGs BGU common to both graft combinations, including those that were also DEGs AGU.

### 3.3 GO and KEGG pathway enrichment analysis and identification of key DEGs

Significant DEGs (*p*_Adj_ < 0.05) were subject to statistical enrichment analysis using both KEGG pathways and GO terms (**Figure 3**; **Supplementary Table S7**). The latter includes three categories: molecular function (MF), biological process (BP), and cellular components (CC). No terms were found to be significantly enriched in BL/US-1283 AGU, and only three terms were enriched in VL/US-1283 AGU. These were sequence-specific DNA binding (MF), secondary active transmembrane transporter activity (MF), and sesquiterpenoid and triterpenoid biosynthesis (KEGG). Terms significantly enriched in both BL/US-1283 BGU and VL/US-1283 BGU samples were ADP binding (MF), protein kinase activity (MF), ATPase-coupled transmembrane transporter activity (MF), defense response (BP), protein phosphorylation (BP), membrane (CC), and checkpoint clamp complex (CC). Enriched, significantly induced DEGs (*p*_Adj_ < 0.05, log2FC ≥1) (**Figure 4**; **Supplementary Table S7**) in BL/US-1283 AGU were associated with diterpenoid biosynthesis (KEGG). Significantly induced terms enriched in VL/US-1283 AGU were xyloglucan:xyloglucosyl transferase activity (MF), squalene monooxygenase activity (MF), apoplast (CC), extracellular region (CC), and sesquiterpenoid and triterpenoid biosynthesis (KEGG). ADP biding (MF), protein kinase activity (MF), UDP-glycosyltransferase activity (MF), ABC-type transporter activity (MF), protein phosphorylation (BP), defense response (BP), DNA damage checkpoint signaling (BP), signal transduction (BP), toxin catabolic process (BP), membrane (CC), checkpoint clamp complex (CC), ABC transporters (KEGG), and glutathione metabolism (KEGG) were induced terms enriched in both BL/US-1283 BGU and VL/US-1283 BGU. Enriched, significantly repressed DEGs (*p*_Adj_ < 0.05, log2FC ≤−1) (**Figure 5**; **Supplementary Table S7**) in BL/US-1283 AGU included the terms systemic acquired resistance (BP) and extracellular region (CC). No enriched terms were found in repressed DEGs of VL/US-1283 AGU. In BL/US-1283 BGU and VL/US-1283 BGU, commonly enriched terms in significantly repressed DEGs were 3-oxoacyl-[acyl-carrier-protein] synthase activity (MF), regulation of jasmonic acid (JA)-mediated signaling pathway (BP), membrane (CC), and biotin metabolism (KEGG).

**Figure 3:**
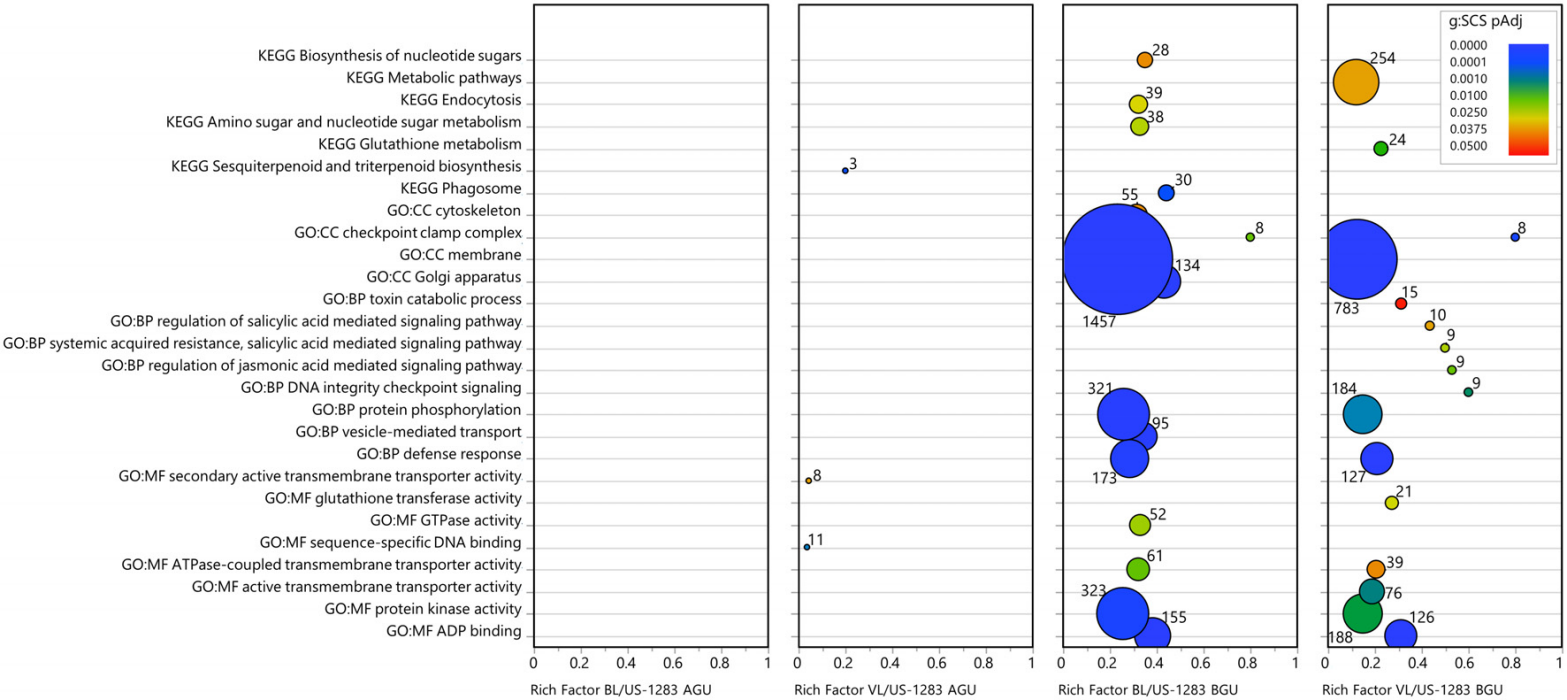
Categories of enriched GO and KEGG pathways of significant DEGs (*p*_Adj_ < 0.05). Rich factor is the number of DEGs in a category divided by the total number of genes in the category; GO, gene ontology; MF, molecular function; BP, biological process; CC, cellular components; KEGG, Kyoto Encyclopedia of Genes and Genomes pathway. Colors indicate the gene enrichment significance calculated by the g:SCS method (g:SCS *p*_Adj_); circle sizes are proportional to the number of DEGs in each category (indicated as numbers next to the circles).

**Figure 4:**
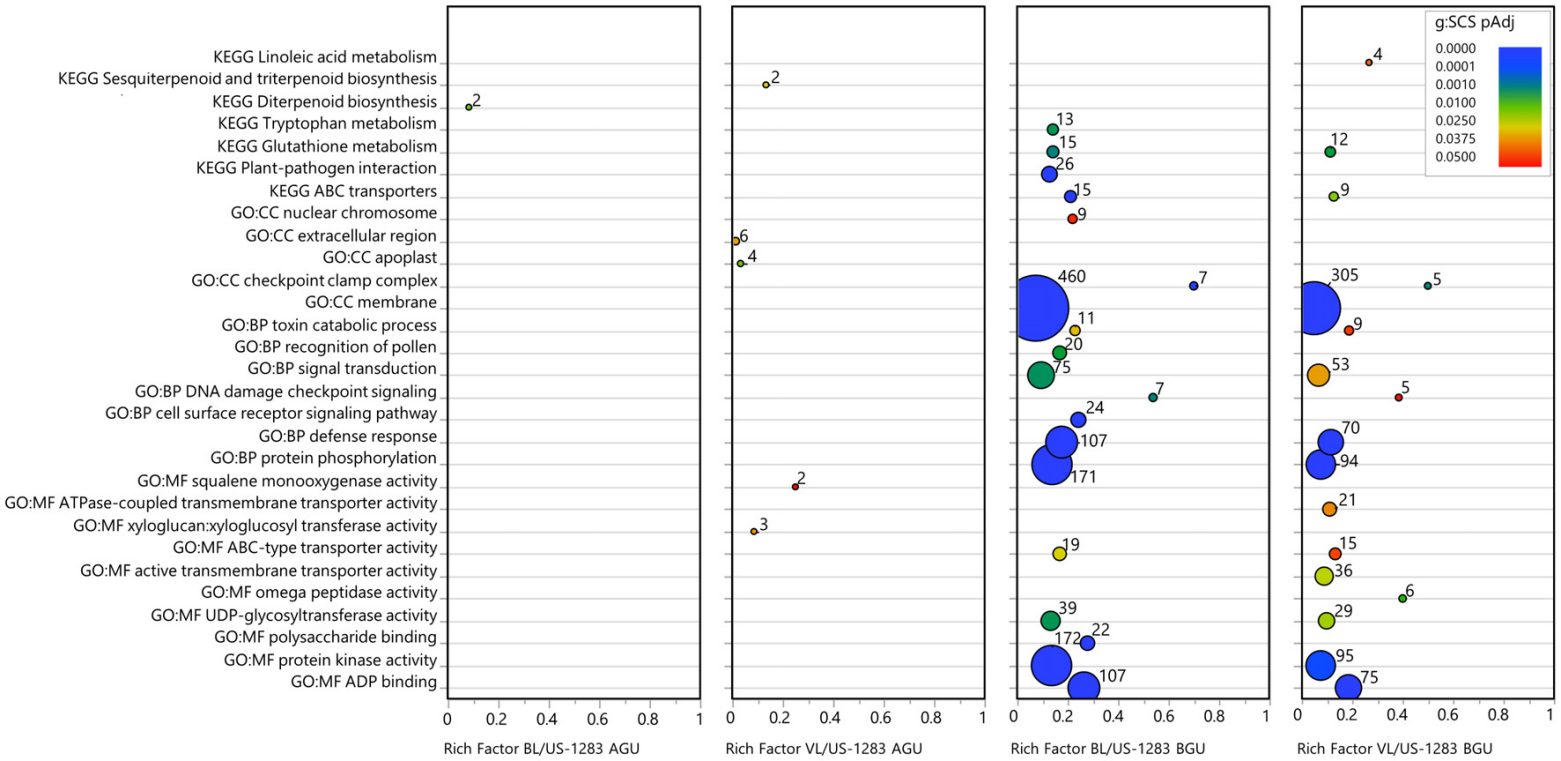
Categories of enriched GO and KEGG pathways of significantly induced DEGs [*p*_Adj_ < 0.05 and log_2_ Fold Change (log2FC) ≥1]. Rich factor is the number of DEGs in a category divided by the total number of genes in the category; GO, gene ontology; MF, molecular function; BP, biological process; CC, cellular components; KEGG, Kyoto Encyclopedia of Genes and Genomes pathway. Colors indicate the gene enrichment significance calculated by the g:SCS method (g:SCS *p*_Adj_); circle sizes are proportional to the number of DEGs in each category (indicated as numbers next to the circles).

**Figure 5:**
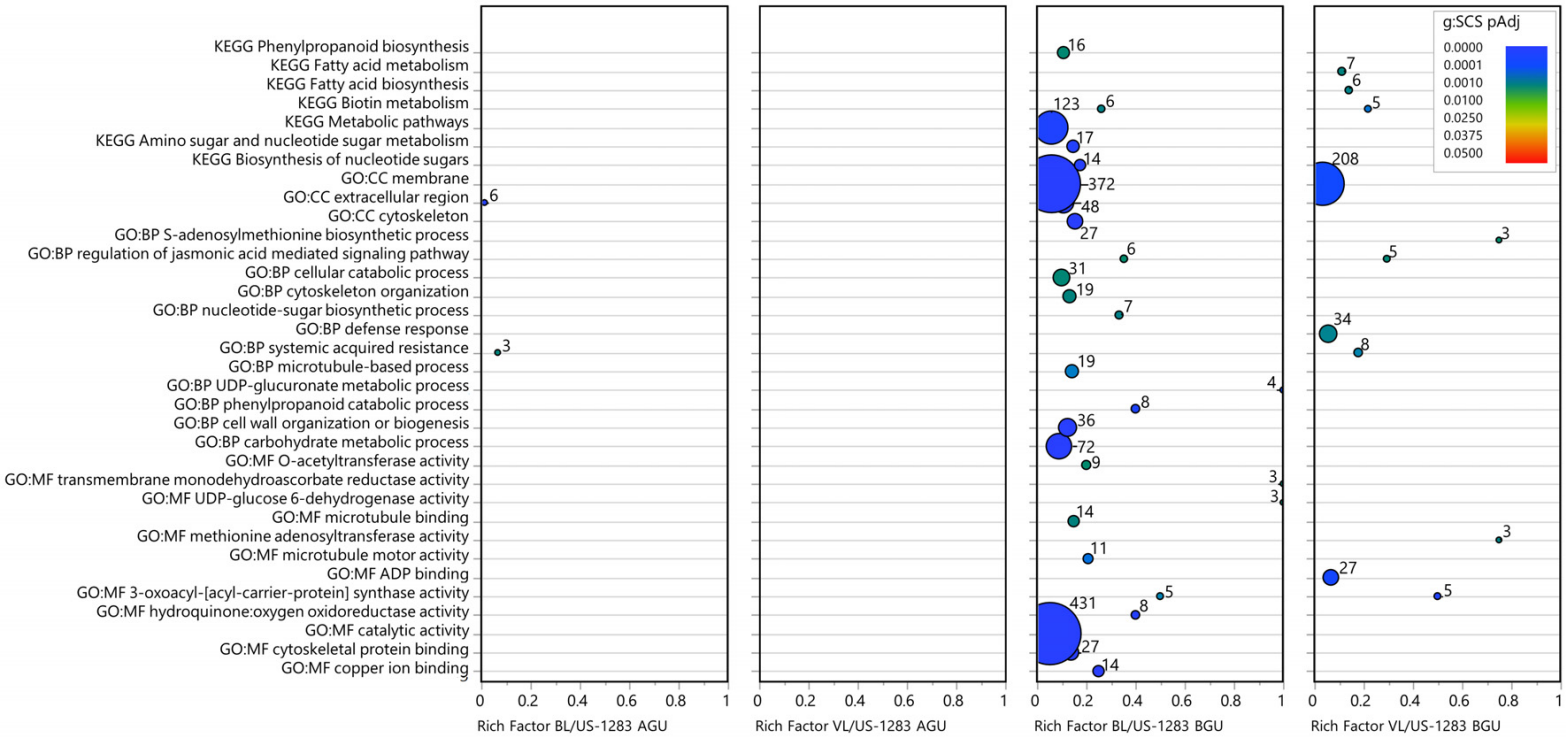
Categories of enriched GO and KEGG pathways of significantly repressed DEGs [*p*_Adj_ < 0.05 and log_2_ fold change (log2FC) ≤−1]. Rich factor is the number of DEGs in a category divided by the total number of genes in the category; GO, gene ontology; MF, molecular function; BP, biological process; CC, cellular components; KEGG, Kyoto Encyclopedia of Genes and Genomes pathway. Colors indicate the gene enrichment significance calculated by the g:SCS method (g:SCS *p*_Adj_); circle sizes are proportional to the number of DEGs in each category (indicated as numbers next to the circles).

Several of the enriched terms identified as common to the incompatible reactions BGU in US-1283 grafted with either scion were associated with stress response (DNA damage checkpoint signaling, checkpoint clamp complex, ABC transporters, glutathione metabolism, biotin metabolism, and toxin catabolic processes), including those associated with pathogen infection (defense response). 

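Supplementary Table S8 lists 205 genes under defense response. The study chose this list on the same libraries, so tallies over it are not independent evidence. Of 190 genes tested in BL/US-1283 BGU, 132 were higher and 58 lower on US-1283. By edgeR 101 were called over all genes tested, 70 as induced and 21 as repressed, and 163 passed when adjusted over the list alone. In VL/US-1283 BGU, 134 of 193 genes tested were higher and 59 lower, 71 were called, 47 as induced and 19 as repressed, and 133 passed when adjusted over the list alone. DESeq2 called 175 with BL and 129 with VL, the largest move among the alternatives with all libraries. The edgeR number for BL fell to 14 and 28 without replicates 2 and 3 of BL/US-1283 BGU, and to 48 and 24 without replicates 5 and 6 of BL/US-812 BGU. For VL it fell to 18, 22 and 22 without replicates 1, 2 and 3 of VL/US-1283 BGU, and to 35 without replicate 5 of VL/US-812 BGU.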

In the defense response category, there were 173 DEGs in BL/US-1283 BGU and 127 genes in VL/US-1283 BGU (*p*_Adj_ < 0.05) (**Figure 3**; **Supplementary Table S8**), the majority of which were induced, 107 in BL/US-1283 BGU and 70 in VL/US-1283 BGU (**Figure 4**). Additionally, most of the annotations in this category, 118 in BL/US-1283 BGU and 93 in VL/US-1283 BGU (**Supplementary Table S8**), corresponded to putative disease resistance R genes. These proteins are part of a cellular surveillance system, acting as receptors involved in the detection of pathogens (Marone et al., 2013). Also in the defense response category were NONEXPRESSER OF PR GENES 1 (NPR1)-like genes 3 and 4 (NPR3 and NPR4, **Supplementary Table S8**), which are central in regulating the plant immune response to pathogens mediated by salicylic acid (SA) and JA (Fu et al., 2012; Ali et al., 2018; Ding et al., 2018). Accordingly, the NPR1-like genes appeared in other significantly enriched GO categories BGU [Regulation of JA-mediated signaling pathway, Systemic acquired resistance (SAR), SA-mediated signaling pathway, and Regulation of SA mediated signaling pathway] (**Figure 3**; **Supplementary Table S8**). 

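The table marks 138 of its genes as R genes. In BL/US-1283 BGU, 102 of the 126 tested were higher on US-1283 and 24 lower. By edgeR 75 were called, 59 of them induced and 11 repressed, and 112 passed when adjusted over the list alone. With VL as scion 104 of 129 were higher and 25 lower, 55 were called, 41 induced and 11 repressed, and 96 passed when adjusted over the list alone. The edgeR number for BL fell to 14 and 26 without replicates 2 and 3 of BL/US-1283 BGU, and to 41 and 23 without replicates 5 and 6 of BL/US-812 BGU. For VL it fell to 13, 16 and 15 without replicates 1, 2 and 3 of VL/US-1283 BGU, and to 27 without replicate 5 of VL/US-812 BGU. R genes form multigene families, and the counts of near-identical copies are uncertain because the authors counted uniquely mapped reads.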

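Of 10 NPR3 and NPR4 genes in Supplementary Table S8, named after their Arabidopsis matches, 1 was higher and 9 were lower on US-1283 BGU with either scion. In BL/US-1283 BGU edgeR called 8, with 1 induced and 6 repressed, and in VL/US-1283 BGU it called 7, with 1 induced and 5 repressed. When adjusted over the list alone, 9 passed in each. The 6 repressed with BL fell to 0 and 2 without replicates 2 and 3 of BL/US-1283 BGU and to 3, 2 and 0 without replicates 4, 5 and 6 of BL/US-812 BGU, and the 1 induced to 0 without replicates 2, 3, 5 or 6. The 5 repressed with VL fell to 3 without replicate 1 of VL/US-1283 BGU and to 2 without each of the VL/US-812 BGU libraries. Without 1 of the US-812 libraries, genes counted there almost alone were too low to be tested and count as not called, namely Ciclev10031310m.g and Ciclev10033908m.g with either scion, Ciclev10031115m.g with BL and Ciclev10033090m.g with VL. The induced gene was NPR3 Ciclev10031749m.g, with a log2FC of 1.63 (standard error 0.266) with BL and 1.51 (0.156) with VL. Among the NPR4 genes, Ciclev10031310m.g had a log2FC of -6.29 (standard error 0.832) with BL and -6.64 (0.809) with VL with 0 to 4 counts per US-1283 library BGU. Ciclev10033090m.g had -4.86 (0.858) with BL and was at least 76.9-fold lower with VL, where it had 0 counts in each US-1283 library. Ciclev10033908m.g had -3.64 (0.413) and -4.50 (0.463), respectively. Ciclev10031115m.g had -2.47 (0.501) with BL, not called without the filter on low counts, and was not called with VL, at -1.38 (1.051). The difference between the scions was not called by edgeR for any of the 10 genes. The log2FC of the NPR3 genes Ciclev10031432m.g and Ciclev10031627m.g was -1.89 and -1.56 with BL, and -2.43 and -2.13 with VL. Ciclev10030929m.g was called with either scion at -0.89 with BL and -0.93 with VL, short of the threshold for repressed. It was not called without replicates 2 or 3 of BL/US-1283 BGU or 6 of BL/US-812 BGU, nor without replicates 1, 2 or 3 of VL/US-1283 BGU or 5 of VL/US-812 BGU. The remaining NPR3 genes, Ciclev10031258m.g and Ciclev10033569m.g, were not called, at -0.73 and -0.51 with BL and -0.65 and -0.96 with VL. Adjusted p by edgeR with Benjamini-Hochberg adjustment ranged over the called genes from 0.00525 for Ciclev10033090m.g with VL to 0.0303 for Ciclev10031115m.g with BL, and in each called gene the libraries of the rootstocks did not overlap. These genes are paralogs, and reads that fit more than 1 copy were left out of the authors' counts, so the values of single copies are uncertain.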

Although gene enrichment showed three repressed DEGs in the SAR category in BL/US-1283 AGU (**Figure 5**), they were neither R genes nor NPR1-like. 

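Of the genes listed under defense response in Supplementary Table S8, 170 were tested in BL/US-1283 AGU and 176 in VL/US-1283 AGU. By edgeR 0 were called with either scion, over all genes tested or adjusted over the list alone, with 16 and 15 at an unadjusted p under 0.05. DESeq2 called 3 with BL and 4 with VL. Among the R genes, 85 of 114 tested were higher on US-1283 AGU with BL and 36 of 120 with VL, with 0 called by edgeR, 10 and 7 at an unadjusted p under 0.05, and 2 and 1 called by DESeq2. Of the NPR genes, edgeR called 0 of 9 tested with BL and 0 of 7 with VL, with 0 at an unadjusted p under 0.05 and 0 by DESeq2.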

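In BL/US-1283 AGU, the PNP-A gene of Supplementary Table S1, Ciclev10009878m.g, had 0.599 ± 0.0638 CPM (SD, n = 3) on US-1283 and 9.49 ± 8.39 (SD, n = 3) on US-812. Its log2FC was -3.98 (standard error 1.305) and its adjusted p 0.869 by edgeR with Benjamini-Hochberg adjustment. DESeq2 gave an adjusted p of 0.0393 with Benjamini-Hochberg adjustment, the lowest of a range up to 0.877 over the alternatives on all 6 libraries. The rootstocks overlapped, because 1 of the 3 US-812 libraries had 12 counts, below the 25 to 27 on US-1283, while another had 902. In VL/US-1283 AGU the same gene had a log2FC of 1.28 (standard error 0.281), opposite in sign, with each US-1283 library above each US-812 library. A second PNP-A gene, Ciclev10009872m.g, chosen after its values were seen, had a log2FC of -3.68 (standard error 1.170) with BL, where the libraries also overlapped, and 0.88 (0.709) with VL. The reads of these paralogs could have been split between them or lost by the authors' counting.

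**Figure D3:**
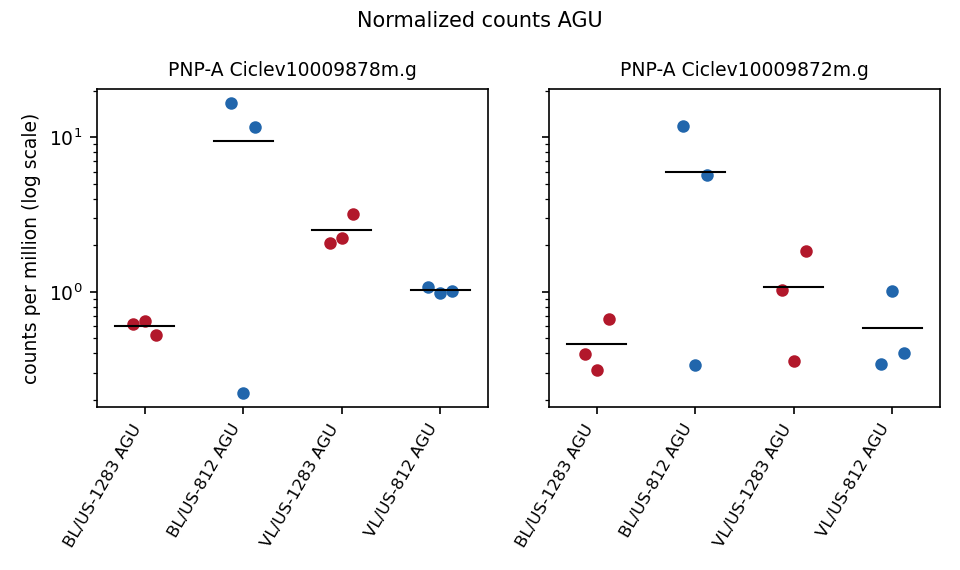
Normalized expression (CPM) AGU of the PNP-A genes Ciclev10009878m.g and Ciclev10009872m.g in each library, on a logarithmic axis, for US-1283 (red) and US-812 (blue), with each mean of 3 libraries as a line. In BL/US-812, 1 library lies below the others of its group for either gene.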

Two of the genes were annotated as Plant Natriuretic Peptide A (PNP-A), which are associated with photosynthesis, water homeostasis, and SA-mediated cell death (Lee et al., 2020). The third gene was annotated as bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein.

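The sources used here leave open which identifier the third gene has, since 2 genes with that annotation were called repressed in BL/US-1283 AGU by DESeq2. Both were chosen after their values were seen. Ciclev10018228m.g had a log2FC of -1.54 (standard error 0.326) by edgeR, without overlap between the rootstocks, and Ciclev10022946m.g had -3.18 (0.974) with overlap. The adjusted p by edgeR with Benjamini-Hochberg adjustment was 0.869 for either gene. DESeq2, with the same adjustment, gave adjusted p values of 0.0124 and 0.0393, respectively, the lowest of ranges that reach 0.877 over the alternatives.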

The Phenylpropanoid biosynthesis pathway (KEGG) was uniquely enriched in BL/US-1283 BGU and included 16 DEGs repressed with log2FC values ranging between −1 and −8 (**Figure 5**; **Supplementary Table S9**). 

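All 16 phenylpropanoid genes of Supplementary Table S9 were lower on US-1283 in BL/US-1283 BGU. By edgeR 8 of them were called, each as repressed, and 16 passed when adjusted over the list alone, which the study drew from these libraries. DESeq2 called 16 as repressed. The 8 fell to 2 and 5 without replicates 2 and 3 of BL/US-1283 BGU and to 3 without replicate 6 of BL/US-812 BGU. The OMT1 match Ciclev10017683m.g had 0 counts in each US-1283 library and 12 to 59 on US-812, at least 13.5-fold lower, with an adjusted p of 0.0378 by edgeR with Benjamini-Hochberg adjustment. Among the genes with counts on both rootstocks, the largest decrease was that of Ciclev10006986m.g, annotated as an HXXXD-type acyl-transferase. It had 0.0560 ± 0.00478 CPM (SD, n = 3) on US-1283 and 1.62 ± 0.639 (SD, n = 3) on US-812. Its log2FC was -4.79 (standard error 0.508), with an adjusted p of 0.00734 by edgeR with Benjamini-Hochberg adjustment and no overlap between the rootstocks. With VL as scion edgeR called 3 of the 16 genes as repressed and 4 passed when adjusted over the list alone, while DESeq2 called 5 as repressed. The 3 fell to 2 without replicate 4 of VL/US-812 BGU and to 1 without any of the other 5 libraries. The 3 include Ciclev10017683m.g at a log2FC of -6.26 (standard error 1.150) and Ciclev10006986m.g at -5.23 (1.010). Neither gene had enough counts to be tested without 1 of the US-812 libraries, and neither was called with VL without any 1 of the US-1283 libraries. With BL, Ciclev10017683m.g was not called without any 1 of the US-1283 libraries and Ciclev10006986m.g not without replicate 2 of BL/US-1283 BGU.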

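Of the genes in Supplementary Table S9 annotated as peroxidases, 8 of 8 were lower on US-1283 BGU with BL as scion. By edgeR 4 were called as repressed and 8 passed when adjusted over the list alone, while DESeq2 called 8. The 4 fell to 1 without replicate 2 of BL/US-1283 BGU and to 2 without replicate 6 of BL/US-812 BGU. The largest decrease was that of Ciclev10017786m.g, from 41.1 ± 6.76 CPM (SD, n = 3) on US-812 to 6.05 ± 1.40 (SD, n = 3) on US-1283, a log2FC of -2.77 (standard error 0.236, adjusted p = 0.00491 by edgeR with Benjamini-Hochberg adjustment), without overlap. Ciclev10008792m.g, at -2.37 (standard error 0.732), was called by DESeq2 and not by edgeR, except without replicate 5 of BL/US-812 BGU. With VL as scion 6 of 8 were lower and edgeR called 0, or 1 without replicate 4 of VL/US-812 BGU, with 0 at an unadjusted p under 0.05 and 0 by DESeq2. There Ciclev10017786m.g and Ciclev10008792m.g had a log2FC of -0.75 (0.454) and -0.53 (0.980). The difference between the scions was not called for either gene, with adjusted p values of 0.814 and 0.820 for interactions of -2.01 and -1.84 on the log2 scale, by edgeR with Benjamini-Hochberg adjustment. Above the graft union, 0 of 8 were higher on US-1283 with BL and 7 of 8 with VL. There edgeR called 0, with 3 at an unadjusted p under 0.05 with BL and 0 with VL, and DESeq2 called 0.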

The functional annotation of these DEGs identified eight transcripts encoding peroxidases catalyzing the oxidative polymerization of phenylpropanoids to guaiacyl, syringyl, and p-hydroxyphenol, the three units forming lignin (Gross, 1981; Yoon et al., 2015; Vanholme et al., 2019; Wang et al., 2022b). Accordingly, lignin metabolic process genes were repressed in BL/US-1283 BGU (*p*_Adj_ < 0.05, log2FC ≤−1) and were also significantly enriched (**Supplementary Tables S7**, **S9**), although they are not highlighted in **Figure 5**. Some of the same genes in these pathways were also repressed in VL/US-1283 BGU, despite this GO term not being significantly enriched in this graft combination (**Supplementary Table S9**). These genes are annotated as belonging to the laccase (LAC) gene family (**Supplementary Table S9**), which are involved in lignin production (Bai et al., 2023).

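Of 8 laccase genes in Supplementary Table S9, 7 had enough counts to be tested by edgeR, and 7 of 7 were lower on US-1283 BGU with either scion. In BL/US-1283 BGU 2 were called as repressed and 7 passed when adjusted over the list alone, and DESeq2 called 8. The 2 rose to 5 without replicate 1 of BL/US-1283 BGU and fell to 0 without any of the other 5 libraries. In VL/US-1283 BGU edgeR called 0, with 2 at an unadjusted p under 0.05, 0 when adjusted over the list alone and 3 by DESeq2. The largest decreases were in a pair of LAC17 matches, called in BL/US-1283 BGU by DESeq2 and not by edgeR. Without replicate 1 of BL/US-1283 edgeR called both, and in 1 fit over all 24 libraries it called the first. Ciclev10011358m.g had a log2FC of -3.29 (standard error 0.884) with BL and -2.28 (0.927) with VL, where 1 US-812 library had 14942 counts and the lowest had 986. Without the former, replicate 6, it was -0.92. Ciclev10011362m.g had -2.64 (0.956) with BL and -0.63 (0.589) with VL. The adjusted p of Ciclev10011358m.g by edgeR with Benjamini-Hochberg adjustment was 0.0613 with BL, where the rootstocks did not overlap, and 0.215 with VL, where they did. Laccases are a family of paralogs whose reads the authors' counting could have split. Above the graft union, 0 of 7 were higher on US-1283 with BL and 7 of 7 with VL. There edgeR called 0, with 0 at an unadjusted p under 0.05 and 0 by DESeq2. Without replicate 4 of VL/US-812 BGU edgeR called 3 laccases repressed in VL/US-1283 BGU, with Ciclev10011358m.g among them.

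**Figure D4:**
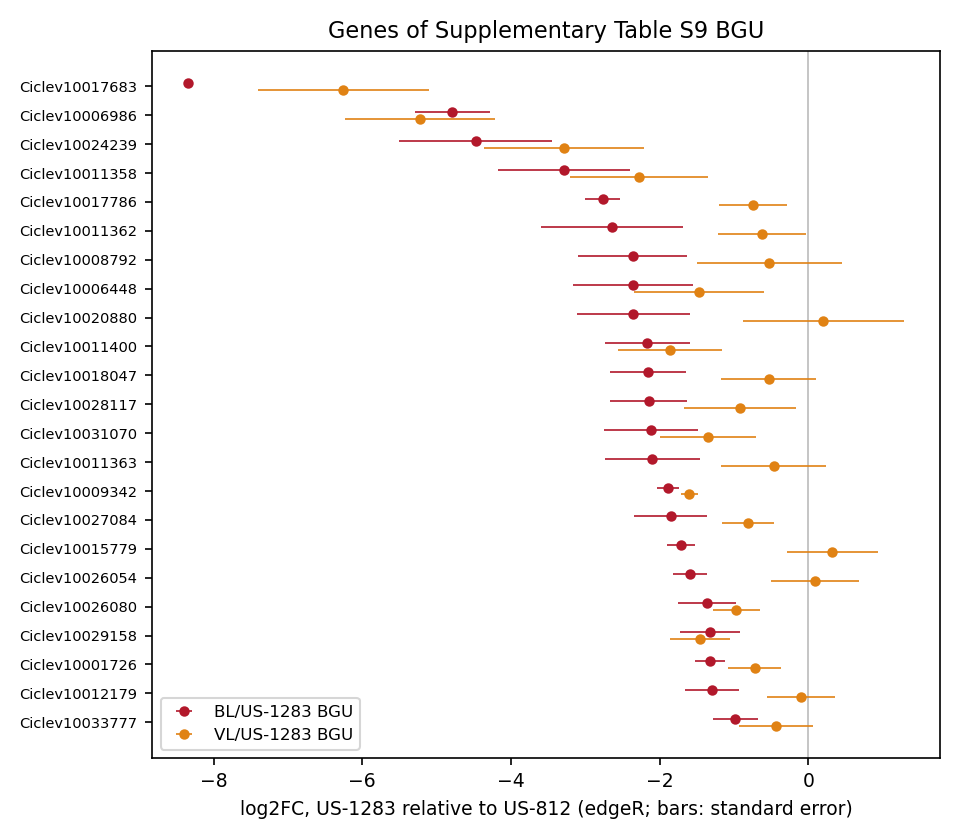
log2FC BGU by edgeR of the phenylpropanoid and laccase genes of Supplementary Table S9 that were tested, for BL/US-1283 (red) and VL/US-1283 (orange), with the standard error as bars. For Ciclev10017683m.g with BL no standard error is drawn, since all US-1283 libraries had 0 counts and its fitted value is no bound, and all red points lie below 0.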

Auxins have been associated with graft formation and possibly play a role in incompatibility as well as cell enlargement and plant growth (Melnyk, 2017; Rasool et al., 2020; Zhai et al., 2021). Therefore, we examined those genes putatively involved in the auxin signal transduction pathway (**Figure 6**). The majority of DEGs in this pathway were found BGU. Of those, AUX/IAA genes were mostly induced, and small auxin upregulated RNA (SAUR) genes were mostly repressed. These proteins are involved in a variety of functions such as plant growth and development and stress response (Stortenbeker and Bemer, 2018; Zhang et al., 2021).

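Figure 6 names 15 genes of the auxin pathway by identifier. In BL/US-1283 BGU, edgeR called 3 of 13 tested, and 10 passed when adjusted over the list alone. In VL/US-1283 BGU it called 0 of 13, with 7 at an unadjusted p under 0.05 and 7 when adjusted over the list alone, a list drawn from these libraries by the study. DESeq2 called 12 and 7, respectively. The 3 of edgeR with BL fell to 0 without replicates 2 or 3 of BL/US-1283 BGU or replicate 6 of BL/US-812 BGU, and numbered 2 without its replicates 4 or 5. The 0 with VL rose to 2 without replicate 4 of VL/US-812 BGU. Above the graft union edgeR called 0 of 13 tested with BL and 0 of 14 with VL, with 2 and 0 at an unadjusted p under 0.05, and DESeq2 called 1 and 0.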

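Among the AUX/IAA genes of Figure 6, 3 of 4 were tested BGU by edgeR and 3 of 3 were higher on US-1283 with either scion. By edgeR 1 was called, the MSG2 match Ciclev10026400m.g in BL/US-1283 BGU, with a log2FC of 1.73 (standard error 0.282, adjusted p = 0.0200 with Benjamini-Hochberg adjustment) and no overlap between the rootstocks. This gene was not called in 1 edgeR fit over all 24 libraries. When adjusted over the list alone, 2 AUX/IAA genes passed with either scion, and DESeq2 called 3 with BL and 2 with VL. With VL its log2FC was 2.31 (0.734), not called. Of 7 SAUR genes, 6 were tested BGU, and 5 were lower on US-1283 with BL and 4 with VL. In BL/US-1283 BGU 6 of 6 passed when adjusted over the list alone, and DESeq2 called 7, with 6 repressed. By edgeR over all genes tested 2 were called, in opposite directions, Ciclev10026768m.g at a log2FC of -2.15 (standard error 0.291, adjusted p = 0.0129 with Benjamini-Hochberg adjustment) and Ciclev10029685m.g at 2.81 (0.665, adjusted p = 0.0449 by edgeR with the same adjustment), both without overlap. The first was not called in the fit over all 24 libraries, and the second was not called without the filter on low counts or without any 1 of the 6 libraries. With VL edgeR called 0 of the SAUR genes, with 3 at an unadjusted p under 0.05 and 3 when adjusted over the list alone, while DESeq2 called 3, 1 of them as repressed. With BL the AUX/IAA genes induced and the SAUR genes repressed, 1 each by edgeR, became 0 each without replicates 2 or 3 of BL/US-1283 BGU or replicate 6 of BL/US-812 BGU, and 2 each without replicate 1 of BL/US-1283 BGU. With VL 2 SAUR genes were repressed without replicate 4 of VL/US-812 BGU.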

**Figure 6:**
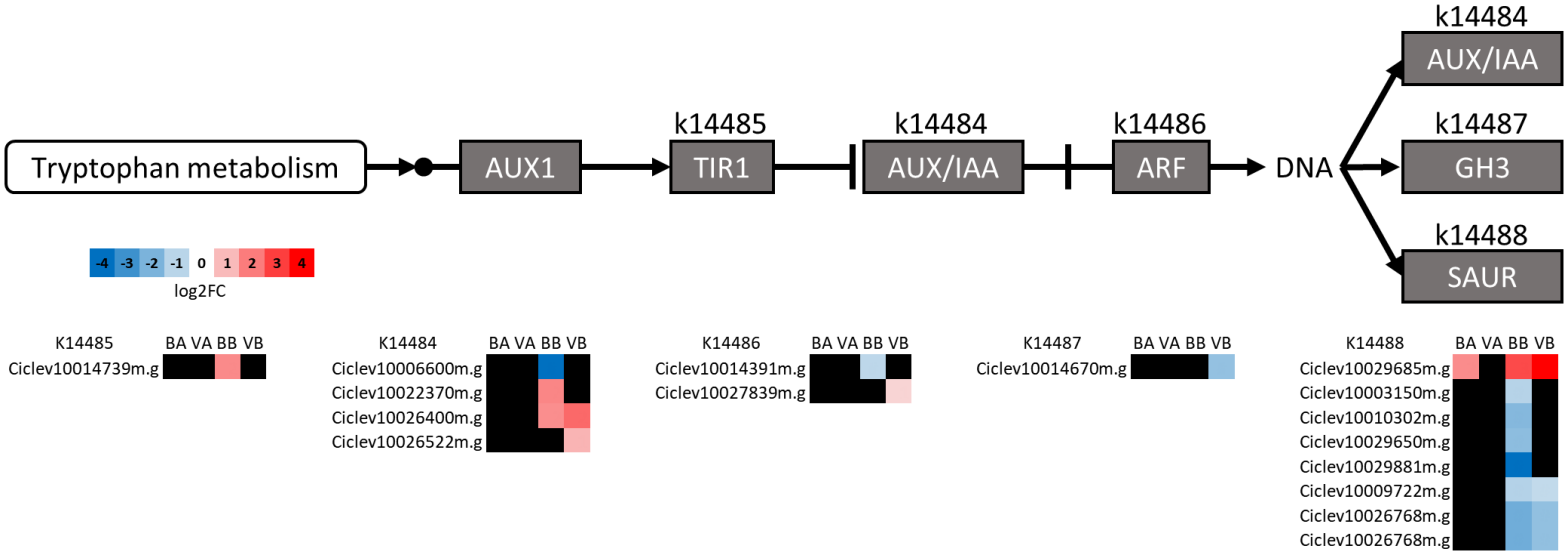
The Auxin signal transduction pathway reconstructed using the KEGG mapper reconstruction tool. KEGG ontology numbers (*k*) and the *C. clementina* gene IDs associated with them are indicated. Expression fold change (as log_2_ fold change, log2FC) for BL/US-1283 AGU (BA), VL/US-1283 AGU (VA), BL/US-1283 BGU (BB), and VL/US-1283 BGU (VB) is shown. Black squares are genes not significantly differentially expressed in the respective tissue. AUX 1, auxin influx carrier; TIR1, transport inhibitor response 1; AUX/IAA, auxin/indole-3-acetic acid responsive protein; ARF, auxin-responsive factor; GH3, Gretchen Hagen3 auxin-responsive family; SAUR, small auxin upregulated RNA family.

### 3.4 Validation of candidate genes

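Supplementary Table S1 gives identifiers for 12 genes besides tubulin, and their RNA-Seq values are given here. The quantitative PCR values themselves were not used here. Of 10 genes tested by edgeR in BL/US-1283 BGU, 6 were called, and 8 passed when adjusted over the list alone. Apart from the peroxidase Ciclev10017786m.g, the SAUR gene Ciclev10026768m.g and WRKY51, these are CNGC1, Ciclev10004563m.g, with a log2FC of 6.82 (standard error 1.225), an LRR gene, Ciclev10007386m.g, at 2.92 (0.551), and EDS1, Ciclev10019035m.g, at 1.09 (0.225). EDS1 was not called in the fit over all 24 libraries. CNGC1, the LRR gene and EDS1 were not called without replicates 2 or 3 of BL/US-1283 BGU or 5 or 6 of BL/US-812 BGU, and EDS1 not without replicate 4 of the latter. In VL/US-1283 BGU 1 of 11 tested was called, WRKY51, which was not called without any 1 of the 6 libraries, and 7 passed when adjusted over the list alone. DESeq2 called 10 in BL/US-1283 BGU and 5 in VL/US-1283 BGU. Above the graft union edgeR called 0 of 10 with either scion, with 4 at an unadjusted p under 0.05 with BL and 3 with VL, and DESeq2 called 2 and 3. Adjusted over the list alone, 0 passed AGU with BL and 3 with VL. The study selected its PCR genes among the DEGs of these libraries, so tallies adjusted over the list are not independent evidence. The tubulin gene, Ciclev10015255m.g, had a log2FC of -0.50 (standard error 0.207) in BL/US-1283 BGU and -0.33 (0.200) in VL/US-1283 BGU. It was not called in either, with an adjusted p of 0.160 and 0.376 by edgeR with Benjamini-Hochberg adjustment.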

To verify the results of the RNA-Seq analysis, 11 DEGs with different expression patterns were selected for quantitative reverse transcription real-time PCR (qRT-PCR), using the tubulin gene as endogenous control (**Supplementary Table S1**). There was a strong positive correlation of gene expressions obtained with RNA-Seq and qRT-PCR (**Figure 7**; **Supplementary Figure S2**), confirming the transcriptome analysis.

**Figure 7:**
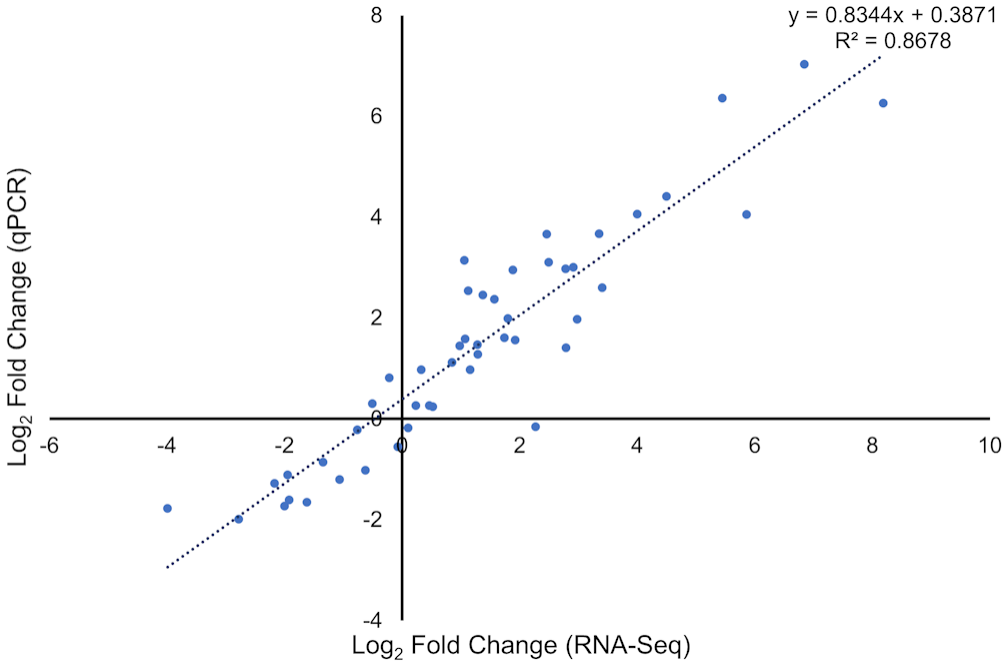
Correlation between the RNA-Seq expression data (*X* axis) and quantitative reverse transcription real-time PCR (qRT-PCR) expression (*Y* axis).

## 4 Discussion

### 4.1 Incompatibility manifestation in US-1283

The grafting combinations produced for this experiment were part of a larger study to evaluate the compatibility of US-1283 with various scions. During these propagations, US-1283 was found to produce an incompatible interaction with “Bearss” lemon and other scions but not with “Hamlin” or “Valencia” sweet orange (Bowman and Albrecht, 2020). The present study intended to confirm these observations under controlled experimental conditions. Our experimental design included “Valencia”, which is the most propagated variety in Florida (Rosson, 2022), as a compatible control. However, contrary to previous results, in the propagations for this study, the VL/US-12183 combination developed the same symptoms as BL/US-1283, i.e., rootstock grooving and necrotic regions in the inner bark, albeit they were more moderate in intensity. US-1283 was demonstrated to have good genetic uniformity from seeds (Bisi et al., 2020), but there have been different graft compatibility reactions observed during various propagation events. Therefore, we compared the reactions of “Bearss” and “Valencia” on a single source of US-1283 with the same scions on US-812, a genetically similar rootstock that produced compatible grafts with these two scions. The incompatibility symptoms on US-1283 appeared a few months after grafting, and no pathogen infection was detected in any of the samples. Additionally, a previous study showed starch accumulation above the graft union, suggesting phloem degeneration and/or blockage at the graft union interface (Albrecht et al., 2021), which is generally associated with a translocated incompatibility (Mosse, 1962; Zarrouk et al., 2006). A molecular marker analysis performed after the completion of this study showed that the source trees used for deriving the seeds for this study had the same markers as the trees used for the original “Hamlin” propagations, confirming that the rootstock in our experimental plants was indeed US-1283 (K. Bowman, unpublished).

In both incompatible combinations (BL/US-1283 and VL/US-1283), the stem symptoms were more severe in the rootstock than the scion. This is reflected in the number of DEGs identified in the different tissues and graft combinations. Comparing BL/US-1283 with BL/US-812 (compatible), there were 102 DEGs AGU versus 4,749 DEGs BGU. Similarly, there were 205 DEGs AGU and 2,680 DEGs BGU when VL/US-1283 was compared to VL/US-812 (**Table 1**). This shows that considerably more transcriptional reprogramming occurred BGU than AGU.

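The difference between the rootstock effects BGU and AGU was tested within each scion as an interaction over 12 libraries. By edgeR, 336 of 19942 genes tested with BL had a rootstock effect that differed between the positions, 210 with a more positive effect BGU and 126 with a more negative one. With VL the number was 473 of 19976, 318 and 155 by direction. An unadjusted p under 0.05 was found for 2184 and 2619 genes, respectively. DESeq2, the alternative that moved these numbers most, gave 945 and 1094. Without replicate 1 of VL/US-1283 AGU the VL number was 256, and without replicate 2 it was 270. Over both scions together edgeR called 5402 of 19617 genes BGU, 2755 higher and 2647 lower on US-1283. From the larger number of DEGs BGU in either combination, the paper concludes that transcription was reprogrammed to a larger extent BGU than AGU.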

Gene enrichment analysis of DEGs did not produce any categories of GO or KEGG pathway terms in BL/US-1283 AGU and only few terms in VL/US-1283 AGU (**Figure 3**). However, numerous transcriptional changes, including those associated with stress response, plant hormone signal transduction, and lignin precursor biosynthesis, were observed BGU in both incompatible combinations. 

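Whether the rootstock effect BGU differed between the scions was tested as an interaction over 12 libraries. By edgeR 0 of 19617 genes passed the adjusted threshold, with 1095 at an unadjusted p under 0.05, and DESeq2 called 19. AGU, edgeR called 0 of 19916, with 1424 at an unadjusted p under 0.05, and DESeq2 called 46.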

The molecular responses to graft-induced stress were generally more intense when using BL as a scion, consistent with the severity of the symptoms observed. Graft incompatibility in citrus has been studied previously (He et al., 2018; He et al., 2022b). Incompatibility symptoms observed in these studies included yellowing and etiolation of the scion, whereas transcriptomic analysis revealed the disruption of carbohydrate metabolism and hormone signaling (auxin and abscisic acid) in the leaves resulting in the induction of stress response genes, similar to our observations.

### 4.2 Responses to oxidative stress and cell damage are induced by graft incompatibility

Genes in the glutathione metabolism were induced and enriched BGU in the US-1283 rootstock but not AGU in “Bearss” lemon or “Valencia” scions (**Figure 4**). This pathway is associated with the detoxification of reactive oxygen species (ROS) in the various cell compartments (Zechmann, 2020). Both biotic and abiotic stress triggers production of ROS (i.e., superoxide, hydrogen peroxide, etc.) in plants, which can cause oxidative damage to lipids, nucleic acids, and proteins as well as programmed cell death (Hasanuzzaman et al., 2019; Zechmann, 2020; Ye et al., 2021). ROS molecules also serve as signals regulating development during normal and stress conditions, triggering or modulating various signal transduction pathways (Hasanuzzaman et al., 2017; Mittler et al., 2022). Similarly, ABC (ATP binding cassette)-type transporter genes were induced BGU in the US-1283 rootstock but not AGU. This gene family has a variety of functions associated with transport across membranes such as import of nutrients, export of toxins, transport of ROS-related compounds, and transport of hormone signaling, including auxin and precursors (Do et al., 2021).

In the incompatible US-1283 rootstock, but not the “Bearss” lemon or “Valencia” scions, checkpoint clamp complex genes were also differentially expressed and significantly enriched (**Figure 3**). This complex is activated by DNA damage, leading to cell division arrest and DNA replication inhibition, DNA repair, and induction of apoptosis when DNA damage is severe (Kai, 2013; Liu, 2019; Zheng et al., 2022). Therefore, the bark necrosis and stem malformations observed in the rootstock could be, at least in part, the result of the reprogramming of this pathway. Genes involved in the biotin metabolism were significantly repressed in US-1283 rootstock in both incompatible graft combinations (BL/US-1283 and VL/US-1283, **Figure 5**). Biotin is a cofactor of enzymes involved in the biosynthesis and elongation of fatty acids (Alban et al., 2000). Accordingly, genes associated with fatty acid biosynthesis were also repressed.

### 4.3 Graft incompatibility symptoms resemble a pathogen-triggered defense response

Defense response genes were differentially expressed in the rootstocks of incompatible combinations. Of the DEGs in this GO category, 83 (48%) in BL/US-1283 BGU and 57 (44%) in VL/US-1283 BGU were induced (log2FC ≥ 1) putative R genes (**Supplementary Table S8**). Additionally, there was a set of NPR3 and NPR4 (NPR1-like) genes, key genes in the regulation of the SA- and JA-mediated signaling pathways and SAR (**Figures 3**, **5**; **Supplementary Table S8**) that were mostly repressed (log2FC ≤−1) in both BL/US-1283 BGU (six of nine DEGs) and VL/US-1283 BGU (five of nine DEGs). In Arabidopsis, only three of these genes have been identified (NPR1, 3, and 4), and NPR3/4 are receptors of SA as well as negative regulators (transcriptional corepressors) of SA-responsive genes and SAR (Zhang et al., 2006; Fu et al., 2012; Ding et al., 2018) and thus are essential regulators of plant immunity. NPR1 function is regulated transcriptionally and post-transcriptionally via the redox and polymerization/monomerization state of the protein and through interaction with other proteins, including NPR3/4 (Fu et al., 2012; Lee et al., 2015; Kumar et al., 2022). The NPR1-like genes of *Citrus* have not been fully functionally characterized; therefore, other functions or regulatory mechanisms for the more numerous paralogs in this species cannot be ruled out.

SAR is an important immune defense pathway in plants mediated by SA and associated with the accumulation of pathogenesis-related (PR) proteins at the point of pathogen entry and subsequently in distal parts of the plant. PR and SA biosynthesis-related genes were not among the significant DEGs identified in any of the tissues analyzed. Additionally, the differential expression of defense genes was observed only in the US-1283 rootstock and not the scion. Therefore, rather than a canonical SAR, a localized immune response seems to have been established, which used some of the same signaling pathways associated with the SA-mediated immune response. As suggested earlier, ROS, which is linked to early stages of plant defense against pathogens and programmed cell death, likely contributed to triggering and/or modulating this response as NPR1 activity is modulated post-transcriptionally via redox potential.

The plant material used in this study was obtained from disease-free, certified sources, and no evidence of infection with pathogens relevant to Florida was found. Although unlikely, the possibility that an untested pathogen was present cannot be completely dismissed. The symptoms observed in this study resemble in part those caused by the CTV and CTLV. CTV induces a variety of symptoms including stem pitting on grapefruit or sweet orange, seedling yellows in lemon and grapefruit, and the decline of many citrus species in graft combination with sour orange rootstock (Lee, 2015). CTLV especially causes bud union incompatibility manifested as fluting of the rootstock, necrosis at the bud union, and stunting or dwarfing in graft combinations with trifoliate orange (*P. trifoliata*) and trifoliate hybrid rootstocks (Miyakawa and Tsuji, 1988). However, symptoms are usually not apparent until three or more years (Roistacher, 1991). Neither pathogen was detected in our samples. Our results support the hypothesis that the stress associated with the incompatibility mimics a pathogen-induced defense response by causing the affected tissues BGU to be primed with the expression of R genes. As these genes function as plant immunity receptors, this is perhaps a mechanism that has evolved to reduce the risk of pathogen infection during stress conditions or when physical barriers intended to fend off pathogen attack have been compromised. This reaction was not transmitted systemically AGU, since no changes in defense genes were observed in the scions when compared to compatible graft unions on US-812.

### 4.4 Wood formation and secondary growth

The most visible incompatibility symptom in the rootstock were malformations in the stem. Wood formation is associated with the polymerization of lignin, from monomers biosynthesized from phenylpropanoids (Vanholme et al., 2019). Phenylpropanoids are a diverse class of natural compounds abundantly synthesized from phenylalanine during graft union formation (He et al., 2018; Amri et al., 2021; Hou et al., 2023). In addition to being precursors of lignin, they are also essential components of cell walls and play an important role as neutralizers of ROS and protectors against biotic and abiotic stress (Yoon et al., 2015; Deng and Lu, 2017). In this study, several genes involved in phenylpropanoid biosynthesis showed differential expression between BL/US-1283 and BL/US-812, particularly BGU. Eight of these DEGs, annotated as peroxidases catalyzing the oxidative polymerization of monolignols to form lignin, were all repressed in BL/US-1283 as compared to the compatible combination. Likewise, laccase genes, which in Arabidopsis regulate lignin polymerization (Bai et al., 2023), were also repressed. The repression of these two sets of genes possibly contributed to the inhibition of lignin biosynthesis and, together with apoptosis, to groove formation in the rootstock trunk below the graft union.

Auxin is an important regulator and modulator of plant growth, including vascular tissue formation, cell division and enlargement, and response to the environment (Luo et al., 2018; Tao and Estelle, 2018). Auxin is also involved in the formation of wood and secondary growth (Nilsson et al., 2008; Růžička et al., 2015; Smetana et al., 2019). Aux/IAA genes were differentially expressed in the US-1283 rootstock grafted with either BL or VL but not the corresponding scions. This was also the case for most of the SAUR genes differentially expressed. Aux/IAA proteins are co-receptors of auxin and are transcription repressors via interaction with ARF transcription factors. In Arabidopsis, members of the Aux/IAA family of proteins have redundant functions (Liscum and Reed, 2002; Tao and Estelle, 2018). Downstream of Aux/IAA are SAUR proteins, which are involved in cell elongation and senescence (Stortenbeker and Bemer, 2018; Zhang et al., 2021) as well as secondary growth and lignin biosynthesis (Oh et al., 2003; Wang et al., 2022a). Therefore, it is possible that repression of SAUR genes in the rootstock, but not the scion of incompatible reactions, also contributed to the observed stem malformations.

## 5 Conclusions

In grafted tree crops, new rootstocks are subjected to extensive studies of performance, including compatibility with some scions, prior to their release, but the evaluation of graft compatibility with all scions before release is rather impractical. Understanding the causes and mechanisms that lead to graft incompatibility in citrus is important to breeders and the industry and can potentially lead to more practical and rapid methods to identify possible graft incompatible combinations. Previous studies have characterized the graft incompatible response in citrus using transcriptome analysis (He et al., 2018; He et al., 2022a; He et al., 2022b); however, these studies concentrated on the response of the canopy, i.e., leaves. The present study evaluated the transcriptomic response of both grafting partners at the interface of the graft union. We found more genes differentially expressed in the rootstock, which was consistent with the incompatibility symptoms manifesting mostly below the graft union. Among the genes differentially expressed in the US-1283 rootstock, but not in either of the grafted scions, were those associated with ROS stress, phenylpropanoid/lignin biosynthesis, auxin-signal transduction, and defense. Similar graft incompatibility studies in other species have also revealed a transcriptional reprogramming of genes related to stress responses, ROS, plant defense, auxin signaling, and phenylpropanoid metabolism associated with heterografts and graft incompatible combinations in the graft union zone (Cookson et al., 2014; Chen et al., 2017); however, neither study differentiated between scion and rootstock tissues. Based on our results, we therefore hypothesize that US-1283 is recognizing and responding to the scion as non-self or is recognizing molecules from the scion as danger signals but not vice versa (Matzinger, 2002; Medzhitov and Janeway, 2002). The type of molecules from the scion that could be acting as danger-associated molecular patterns (DAMPs) in this case is unknown, but could be RNA, DNA, nucleotides, peptides, or other compounds (Ge et al., 2022). Alternatively, a signal from the scion, necessary for the formation and maintenance of a healthy graft union, may not be produced or perceived as such by the rootstock. We could not determine what was being produced by the scions that may be triggering the graft incompatibility. Other studies are underway to identify potential incompatibilities in other graft combinations. Identifying the signal molecule(s) inducing incompatibility would enable breeders to reduce the time needed to identify grafting problems. It may also make it possible to block these signals, or to breed rootstocks insensitive to the signals to promote the compatibility among new scion and rootstock selections. This study underscores the importance of studying both graft interacting partners to better understand the compatibility/incompatibility response. Furthermore, by advancing the understanding of the incompatible reaction in citrus, we identified potential specific gene expression targets for marker development.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Author contributions

VF: Conceptualization, Formal analysis, Investigation, Methodology, Validation, Visualization, Writing – original draft, Writing – review & editing. AF: Conceptualization, Formal analysis, Investigation, Methodology, Validation, Visualization, Writing – original draft, Writing – review & editing. BM: Investigation, Writing – review & editing. FY: Data curation, Formal analysis, Writing – review & editing. KB: Resources, Writing – review & editing. JC: Conceptualization, Funding acquisition, Resources, Writing – review & editing. UA: Conceptualization, Funding acquisition, Resources, Supervision, Writing – review & editing.

# Supplementary material for: Dissection of transcriptional events in graft incompatible reactions of “Bearss” lemon (Citrus limon) and “Valencia” sweet orange (C. sinensis) on a novel citrandarin (C. reticulata × Poncirus trifoliata) rootstock
**Source:** Front Plant Sci. 2024 Jun 20;15:1421734. doi: 10.3389/fpls.2024.1421734
**Supplement:** Supplementary file 3

**Table S1.** List of primers used for the quantitative reverse transcription real-time PCR (qPCR) validation and their target genes.

| Target Gene | Function | Forward Primer | Reverse Primer |
| --- | --- | --- | --- |
| Ciclev10004563m.g (Cyclic nucleotide gated channel 1, CNGC1) | Defense response | CGACGGCAATGACCTTCTT | CCATGTAGCATCGGCAATCA |
| Ciclev10009878m.g (Plant natriuretic peptide A, PNP-A) | Plant hormone signal transduction | TTGCCATGATGGAGCAAGT | ATCAGCAATGACGGCGAA |
| Ciclev10010020m.g (Wound-responsive family protein, WR) | Wound Response | CATCTCTTCATCTCCAGCTTCC | AGCTCAAATCCATGACCCTTT |
| Ciclev10017786m.g (Peroxidase superfamily protein, PEROX) | Phenylpropanoid and lignin biosynthesis | GAAGGCTGTGATGGGTCTATTT | CAAGGCCTTTGCTTTCCTTATG |
| Ciclev10019035m.g (Alpha/beta-Hydrolases superfamily protein, EDS1) | Defense response | TTGGCCTGGTCCTGAATAAC | TTGTCCTGGTTTCTCCGTTT |
| Ciclev10020694m.g (Gibberellin 20 oxidase 2, GA20OX2) | Plant hormone signal transduction | CGGGATCATGGAGCTGTTAG | GCACGGTGGGTAGTAATTCA |
| Ciclev10007386m.g (Disease resistance family protein/LRR family protein, LRR) | Defense response | GCTCTCTGGCCTTTCTTTCT | GAGTGTGTTTGTTGCCATCAG |
| Ciclev10026733m.g (WRKY DNA-binding protein 51, WRKY51) | Defense response | GGAGGATGCCAAGTGAAGAA | GGCTCTCGTGATTGTGAGTT |
| Ciclev10026768m.g (SAUR-like auxin-responsive protein family, SAUR) | Plant hormone signal transduction | GTCCCGAAAGTTTGTGATTCC | CCATCCGTATTGTAACCGTAGA |
| Ciclev10028739m.g (Xylem cysteine peptidase 1, XCP1) | Vascular tissue differentiation | GGCTGCAATGGAGGTCTAAT | CACAAGTGCCTTCCTCCATAA |
| Ciclev10024601m.g (Beta-hexosaminidase 2, HEXO2) | Faty acid metabolism/defense response | GGTACAGGGTGATTGTGTCAT | ATCTCCGGAGGCTGATCATA |
| Ciclev10033073m.g (NIM1-interacting 2, NIMIN-2) | Defense response | TGCGATACTGAGGAGGATACA | TCGTCGAAATCTTCGGGTTC |
| Ciclev10015255m.g (Tubulin, TUB) | Endogenous control gene | ACATCCCGCCTAAGGGTCTG | TTCCTCCGAAACATAGCCGTA |

# Supplementary material for: Dissection of transcriptional events in graft incompatible reactions of “Bearss” lemon (Citrus limon) and “Valencia” sweet orange (C. sinensis) on a novel citrandarin (C. reticulata × Poncirus trifoliata) rootstock
**Source:** Front Plant Sci. 2024 Jun 20;15:1421734. doi: 10.3389/fpls.2024.1421734
**Supplement:** Supplementary file 8

Table S6. RNA-Seq analysis library reads obtained against the *Citrus clementina* (Phytozome genome 182) v1.0 genome.

|  |  |  |  |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Sample name** | **Rootstock** | **Scion** | **Location** | **Raw-reads** | **Clean reads** | **Unique mapped** | **% Uniquely mapped** | **% Mapped multiple loci** | **Mapped transcripts** | **Total splices** | **% Unmapped** |
| **22A_S1** | US-1283 | BL | AGU | 54,347,501 | 54,331,730 | 47,581,021 | 87.58% | 4.55% | 20,952 | 42,822,542 | 7.69% |
| **10A_S2** | US-1283 | BL | AGU | 50,609,687 | 50,598,298 | 44,639,131 | 88.22% | 4.74% | 20,359 | 41,714,912 | 6.87% |
| **35A_S3** | US-1283 | BL | AGU | 63,698,678 | 63,686,139 | 56,420,318 | 88.59% | 4.24% | 20,756 | 52,120,526 | 6.99% |
| **29A_S4** | US-1283 | VL | AGU | 61,424,254 | 61,410,663 | 55,981,894 | 91.16% | 3.03% | 20,953 | 51,746,351 | 5.69% |
| **4A_S5** | US-1283 | VL | AGU | 62,678,275 | 62,663,076 | 56,871,601 | 90.76% | 3.03% | 21,113 | 51,886,251 | 6.11% |
| **18A_S6** | US-1283 | VL | AGU | 57,875,017 | 57,862,380 | 51,844,632 | 89.60% | 3.32% | 20,921 | 47,186,130 | 6.94% |
| **52A_S7** | US-812 | BL | AGU | 67,851,293 | 67,831,786 | 60,285,290 | 88.87% | 4.39% | 20,962 | 55,512,604 | 6.59% |
| **64A_S8** | US-812 | BL | AGU | 72,462,257 | 72,448,627 | 63,086,638 | 87.08% | 4.13% | 21,041 | 56,988,661 | 8.63% |
| **71A_S9** | US-812 | BL | AGU | 54,226,842 | 54,210,529 | 46,729,215 | 86.20% | 3.86% | 20,773 | 42,476,732 | 9.79% |
| **59A_S10** | US-812 | VL | AGU | 57,776,304 | 57,762,321 | 51,382,966 | 88.96% | 2.85% | 20,879 | 47,724,017 | 8.07% |
| **83A_S11** | US-812 | VL | AGU | 50,619,020 | 50,602,913 | 44,411,200 | 87.76% | 3.36% | 20,457 | 40,733,455 | 8.72% |
| **55A_S12** | US-812 | VL | AGU | 60,545,981 | 60,532,871 | 52,944,416 | 87.46% | 3.38% | 20,826 | 48,886,122 | 8.96% |
| **22B_S13** | US-1283 | BL | BGU | 50,377,475 | 50,364,622 | 43,740,466 | 86.85% | 3.81% | 20,613 | 40,244,204 | 9.15% |
| **10B_S14** | US-1283 | BL | BGU | 63,714,611 | 63,692,354 | 53,427,822 | 83.88% | 3.56% | 20,975 | 49,178,515 | 12.38% |
| **35B_S15** | US-1283 | BL | BGU | 67,703,703 | 67,686,949 | 57,951,410 | 85.62% | 4.15% | 20,903 | 52,741,925 | 9.99% |
| **29B_S16** | US-1283 | VL | BGU | 72,898,738 | 72,884,101 | 63,676,101 | 87.37% | 3.53% | 21,073 | 59,997,200 | 8.94% |
| **4B_S17** | US-1283 | VL | BGU | 61,330,148 | 61,316,125 | 54,509,690 | 88.90% | 3.34% | 20,982 | 51,089,917 | 7.64% |
| **18B_S18** | US-1283 | VL | BGU | 74,997,396 | 74,977,542 | 66,409,350 | 88.57% | 3.62% | 20,924 | 61,425,267 | 7.68% |
| **52B_S19** | US-812 | BL | BGU | 63,304,899 | 63,289,036 | 55,905,986 | 88.33% | 3.57% | 20,700 | 51,672,075 | 7.93% |
| **64B_S20** | US-812 | BL | BGU | 64,825,911 | 64,813,226 | 57,628,018 | 88.91% | 3.12% | 20,441 | 53,352,585 | 7.82% |
| **71B_S21** | US-812 | BL | BGU | 57,678,413 | 57,663,380 | 50,698,485 | 87.92% | 3.20% | 20,470 | 46,270,997 | 8.75% |
| **59B_S22** | US-812 | VL | BGU | 62,280,368 | 62,264,014 | 54,737,555 | 87.91% | 3.44% | 20,654 | 49,858,932 | 8.47% |
| **83B_S23** | US-812 | VL | BGU | 58,966,600 | 58,919,702 | 51,216,753 | 86.93% | 3.86% | 20,223 | 47,119,815 | 8.97% |
| **55B_S24** | US-812 | VL | BGU | 67,511,927 | 67,494,174 | 58,537,242 | 86.73% | 4.19% | 20,731 | 54,228,685 | 8.79% |
|  |  |  |  |  |  |  |  |  |  |  |  |
| BL, 'Bearss' lemon; VL, 'Valencia' sweet orange; AGU, above the graft union; BGU, below the graft union | | | | | | | | |  |  |  |

# Supplementary material for: Dissection of transcriptional events in graft incompatible reactions of “Bearss” lemon (Citrus limon) and “Valencia” sweet orange (C. sinensis) on a novel citrandarin (C. reticulata × Poncirus trifoliata) rootstock
**Source:** Front Plant Sci. 2024 Jun 20;15:1421734. doi: 10.3389/fpls.2024.1421734
**Supplement:** Supplementary file 10

Table S8. Defense response and related GO terms DEGs (pAdj <0.05) and their expression level (log_2_ of their Fold Change, log2FC) below the graft union (BGU) in incompatible reactions of ‘Bearss’ lemon (BL) and ‘Valencia’ sweet orange (VL) grafted onto US-1283 compared to compatible US-812.

**GO Term:** DR, Defense response; JA, Regulation of jasmonic acid mediated signaling pathway; SAR, Systemic acquired resistance, salicylic acid mediated signaling pathway; SA, Regulation of salicylic acid mediated signaling pathway.

**log2FC**, log_2_ Fold Change; **BL**, ‘Bearss’ lemon; **VL**, ‘Valencia’ sweet orange; **BGU**, below the graft union. Red, induced; Blue, repressed.

**Description:** *C. clementina* gene ID, gene abbreviation, and gene annotation (in parenthesis).

**Type of Protein:**  R, disease resistance; NPR, NONEXPRESSER OF PR GENES transcriptional activator (NPR1) or repressor (NPR3, NPR4).

How the deposited data were processed for this re-analysis (not part of the article)

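The RNA-Seq data cover 24 libraries of stem vascular tissue from 12 plants, 3 for each of BL/US-1283, BL/US-812, VL/US-1283 and VL/US-812, with 1 library AGU and 1 library BGU per plant. US-1283 and US-812 are both hybrids of a mandarin and a trifoliate orange with different parents. The authors trimmed the reads with cutadapt, mapped them with STAR to the C. clementina genome, and counted uniquely mapped reads per gene with HTSeq. The deposited values are these counts, whole numbers without normalization, for 24533 genes per library and 5 further entries that name no gene. The methods state that potential PCR duplicates were removed. The counts nevertheless add up to all uniquely mapped reads of Supplementary Table S6, as given below, which leaves no room for a removal after mapping, so the counts used here are not known to be free of PCR duplicates. Whether strand was used in counting is not given in the sources used here.

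Reads counted on genes ranged from 38315308 to 58170297 per library. Among the entries that name no gene, reads placed on no gene feature took 10.1% to 12.8% of the alignments listed per library. Reads on more than 1 gene took 0.373% to 0.684%, and alignments to multiple loci 3.11% to 5.10%. As a check of the mapping of libraries to conditions, the counts on genes, on no gene feature and on more than 1 gene were summed. The sums were equal to the uniquely mapped reads of Supplementary Table S6 in 24 of 24 libraries. The parts of Supplementary Tables S2 to S5 used here hold 1944, 1934, 1935 and 1899 genes, and their read counts per library were the same as the deposited counts. Gene names and Arabidopsis matches were taken from these tables for 5411 genes.

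Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and plots were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Each comparison of US-1283 with US-812 was fitted on its own 6 libraries by edgeR's quasi-likelihood method with TMM normalization, on genes with at least 10 counts in at least 3 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. Induced genes had a log2FC of at least 1 and repressed genes of at most -1. Fold changes were fitted with edgeR's prior count of 0.125, and correlations across genes used log2 CPM with a prior count of 2. Standard errors were the absolute log2FC without a prior count, divided by the square root of the F statistic of the quasi-likelihood test. Against a group with 0 counts, a bound was computed with a floor of 3 counts per library. Differences between positions or scions were tested as interactions over 12 libraries, and the effect of the rootstock over both scions with the scion as a covariate over the 12 libraries of a position.

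The library numbers in Supplementary Table S6 give the AGU and BGU library of each plant. This pairing was checked by correlating, across genes, the deviations of the AGU and the BGU library from their group means. Genes are not independent replicates, so these correlations are descriptive. They were between 0.284 and 0.557 in 11 of the 12 plants, and -0.064 in replicate 1 of VL/US-1283. The interaction of rootstock and position was therefore also fitted with the plant as a replicate block.

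Other choices tried were RLE in place of TMM normalization, no filter on low counts, every library thinned to the smallest total, 1 fit over all 24 libraries, DESeq2 in place of edgeR, and each library left out in turn. The fits were tested on simulated data with 200 genes changed by 2 on the log2 scale. Each set was a single draw from negative binomial counts with edgeR's estimated dispersion of each gene, which might favor edgeR over DESeq2. Of these edgeR recovered 113 in BL/US-1283 AGU with 6 false calls, 145 in VL/US-1283 AGU with 12, 147 in BL/US-1283 BGU with 11, 141 in VL/US-1283 BGU with 11 and, for the interaction with position in BL, 80 with 1. DESeq2 recovered 163, 165, 181 and 173 in the same 4 comparisons, with 99, 76, 95 and 90 false calls.

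Genes were named by a rule set before the counts were examined, although many of their values in the paper's tables had been seen. It takes the genes the paper names by identifier, in Supplementary Table S1 or in Figure 6, the NPR genes of Supplementary Table S8, the genes of Supplementary Table S9 with the 2 largest changes of each class, genes called in all 4 comparisons, the 5 genes with the largest fitted log2FC among those called in the same direction in both comparisons BGU with at least 100 counts in each library of the higher group, and the 3 genes with the smallest adjusted p in each comparison AGU, with ties broken by the unadjusted p. Genes outside this rule are marked where they appear. Enrichment of gene categories, the quantitative PCR values and the plant phenotypes were not analysed here.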

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

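The comparison of unmapped reads, a test of a poorer match of US-1283 reads to the C. clementina genome, and the replicate block for single genes were chosen only after the results they bear on were seen, and the other tests in this part were written down beforehand.

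The effect of the rootstock differed between AGU and BGU for 336 genes with BL and 473 with VL, by edgeR's test of the interaction with Benjamini-Hochberg adjustment. Of the 10 splits of the 6 plants of a scion into 3 and 3, 1 gave as many genes with BL and 1 with VL, the split by rootstock itself, and the other splits gave 0. A share of 1 in 10 is the smallest this design can give, so chance is not excluded by it. For the DEGs themselves, the split by rootstock was also the 1 of 10 splits with as many BGU with BL and the 1 of 10 with VL, while AGU the 10 of 10 splits with at least the 0 found, with either scion, say nothing, since every split reaches 0. Depth does not explain the larger number BGU, since 2202 DEGs were called in BL/US-1283 BGU with every library thinned to the smallest total and 0 AGU. A larger spread between replicates AGU does not explain it either, since with 1 spread shared by all libraries 4199 DEGs were called in BL/US-1283 BGU and 1 in each comparison AGU. Tissue BGU differs in genotype between the rootstocks and tissue AGU does not. The log2FC BGU of BL and VL had a correlation of 0.766 across genes, which are not independent replicates, and this is consistent with an effect of rootstock genotype. A response of the rootstock to incompatibility would be shared by the scions as well. Genotype and incompatibility cannot be told apart, because every US-1283 plant was an incompatible combination.

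Single genes named in the text also had a rootstock effect that differed between the positions, and for these the interaction passed the adjusted threshold of edgeR. The difference is given as the log2FC BGU minus that AGU. Where a group had 0 counts in all its libraries the value is a fitted one that depends on the prior count and is no bound. It was 12.54 with BL and 11.12 with VL for Ciclev10001675m.g, 7.54 and 12.82 for Ciclev10003529m.g, and 8.55 and 11.89 for Ciclev10022534m.g. With VL it was 10.24 for Ciclev10030278m.g, -14.74 for Ciclev10010668m.g, 5.12 for the SAUR gene Ciclev10029685m.g and 1.12 for NPR3 Ciclev10031749m.g. With BL it was 3.68 for WRKY23, -2.09 for NPR3 Ciclev10031627m.g, -4.69 for NPR4 Ciclev10033090m.g and -3.56 for NPR4 Ciclev10033908m.g. For NPR4 Ciclev10031310m.g it was -6.21 with BL and -6.32 with VL, for NPR3 Ciclev10031432m.g -2.12 and -1.80, and for NPR3 Ciclev10030929m.g -1.43 and -1.06. With the plant as a replicate block 16 of these 20 interactions passed as well, and those of Ciclev10010668m.g and Ciclev10031310m.g with VL and of Ciclev10031432m.g with either scion did not. Reads shared between paralogs, alleles of either rootstock that map poorly to the reference, and a response to incompatibility stay open for these genes and were not tested gene by gene.

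A signal that the paper does not report on was found in the reads that HTSeq placed on no gene feature. Their share BGU was 1.25 percentage points higher on US-1283 than on US-812, averaged over the scions (exact stratified permutation test, two-sided p = 0.005, the smallest that the 400 arrangements can give). It was 12.1% ± 0.727 (SD, n = 3) in BL/US-1283 and 10.3% ± 0.310 (SD, n = 3) in BL/US-812, and 11.6% ± 0.140 (SD, n = 3) in VL/US-1283 and 10.8% ± 0.378 (SD, n = 3) in VL/US-812. AGU the scions went opposite ways, with 11.38% on US-1283 against 10.964% on US-812 for BL and 11.084% against 11.467% for VL, and the mean difference was 0.016 points (exact stratified permutation p = 0.96). A poorer match of US-1283 reads to the C. clementina genome might raise this share, and would leave more reads unmapped. By the paper's Supplementary Table S6, unmapped reads BGU were 0.842 points higher on US-1283 (exact stratified permutation p = 0.27), with 10.5% against 8.17% for BL and 8.09% against 8.74% for VL. AGU, where the scion genotype is the same on both sides, they were 1.745 points lower on US-1283 (exact stratified permutation p = 0.02), so this share also moves without a difference in genotype. The direction BGU was not shared by the scions and the libraries are few, so a poorer match and genes missing from the annotation that US-1283 expresses cannot be told apart here. Reads in introns or on the opposite strand may be part of the share as well, and this was not tested. A difference in expression outside genes due to incompatibility was not tested.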

How the results depend on the processing

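The alternatives in this part were chosen before the data were examined, except the replicate block for the interactions of single genes, which was chosen after seeing the data. Set tests of gene families were not run, since no annotation that pairs all gene identifiers with product names was used here.

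With RLE normalization, with no filter on low counts and with every library thinned to the smallest total, the counts of DEGs, of common DEGs and of interaction genes stayed within 1.5 times those reported. The 1 count that moved was that of auxin pathway genes called in VL/US-1283 BGU, 1 after thinning in place of 0. For single genes, 956 of 1106 values over all alternatives kept their direction and their side of the threshold, 87 lost the call, 63 gained it and 0 reversed. All 107 were unchanged with RLE normalization. Without the filter 3 of 107 lost the call, and after thinning 1 of 102 lost and 1 gained it. In 1 fit over all 24 libraries 3 lost and 12 gained it, and with DESeq2 42 gained it. With libraries left out 80 of 576 lost and 8 gained it. Genes too low to be tested after thinning or without a library have no value there, so their lost calls are not in these numbers.

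With DESeq2 the DEGs were 103 in BL/US-1283 AGU (33 induced, 38 repressed), 202 in VL/US-1283 AGU (77 induced, 45 repressed), 4779 in BL/US-1283 BGU (1449 induced, 1161 repressed) and 2700 in VL/US-1283 BGU (1057 induced, 657 repressed). Common DEGs were 1657 BGU (713 induced, 381 repressed), 3 AGU and 2 in all comparisons. The interaction with position gave 945 genes with BL and 1094 with VL, that with scion BGU 19, and the rootstock effect AGU over both scions 50. Defense response genes called were 175 in BL (107 induced) and 129 in VL (71 induced, 35 repressed) BGU, and 3 in BL and 4 in VL AGU. R genes called were 120 in BL and 94 in VL, 17 of the latter repressed. Repressed were 16 phenylpropanoid genes, 8 peroxidases and 8 laccases in BL, and 5 phenylpropanoid genes and 3 laccases in VL. Auxin pathway genes called were 1 in BL/US-1283 AGU, 12 in BL/US-1283 BGU and 7 in VL/US-1283 BGU, with 2 AUX/IAA genes induced in BL and 2 in VL, and 6 SAUR genes repressed in BL and 1 in VL. The cause was not tested. On simulated data DESeq2 made 76 to 99 false calls per comparison, where edgeR made 6 to 12. These data were drawn with edgeR's own estimates of spread, so they do not give the share of false calls in the real data.

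In 1 fit over all 24 libraries the DEGs were 1 in BL/US-1283 AGU (1 repressed), 1 in VL/US-1283 AGU (1 induced), 4199 in BL/US-1283 BGU (1307 induced) and 1911 in VL/US-1283 BGU (802 induced, 439 repressed), with 1436 common BGU (599 induced, 307 repressed). The interaction with position in BL gave 530. The defense response genes called AGU were 1 in BL, the auxin pathway genes called in VL/US-1283 BGU 4, and the AUX/IAA genes induced 0 in BL and 2 in VL. This fit has more residual degrees of freedom by its construction. Whether these alone moved the counts was not tested.

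With the plant as a replicate block, that is with the AGU and BGU libraries of a plant paired, the interaction with position gave 476 genes in BL and 648 in VL, both within 1.5 times the unpaired counts. Of the 20 interactions of single genes with position that are given for genes named in the text, 16 passed the adjusted threshold with the block as well, 4 no longer did and 0 reversed.

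With 1 library left out at a time, the range was 129 to 1842 DEGs in BL/US-1283 BGU (67 to 772 induced, 53 to 543 repressed), with 129 and 308 without replicates 2 and 3 of BL/US-1283 and 753 and 169 without replicates 5 and 6 of BL/US-812. In VL/US-1283 BGU it was 174 to 931 (76 to 422 induced, 75 to 315 repressed), with 174, 188 and 179 without replicates 1, 2 and 3 of VL/US-1283 and 358 and 625 without replicates 5 and 6 of VL/US-812. Common DEGs BGU ranged from 109 to 559 (59 to 324 induced, 28 to 168 repressed). They were 109 and 206 without replicates 2 and 3 of BL/US-1283, 329 and 135 without replicates 5 and 6 of BL/US-812, 150, 168 and 163 without replicates 1, 2 and 3 of VL/US-1283, and 276 without replicate 5 of VL/US-812. The interaction with position in VL ranged from 256 to 547, with 256 and 270 without replicates 1 and 2 of VL/US-1283 AGU, and that in BL from 225 to 393. The rootstock effect AGU over both scions ranged from 0 to 1, and was 1 without replicate 1 of BL/US-1283, replicate 5 of BL/US-812 or replicate 6 of VL/US-812 and 0 without any of the other 9 libraries AGU. A comparison without 1 library has fewer samples, and genes counted almost alone on the rootstock that loses it were too low to be tested and count as not called. Other causes were not tested. DEGs AGU stayed at 0 in every one of these fits.

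In the lists, defense response genes called BGU ranged from 14 to 83 in BL (8 to 62 induced, 6 to 20 repressed) and from 18 to 56 in VL (8 to 37 induced, 9 to 15 repressed). In BL they were 14 and 28 without replicates 2 and 3 of BL/US-1283 and 48 and 24 without replicates 5 and 6 of BL/US-812, and in VL 18, 22 and 22 without replicates 1, 2 and 3 of VL/US-1283 and 35 without replicate 5 of VL/US-812. R genes called ranged from 14 to 65 in BL (8 to 53 induced, 6 to 10 repressed) and from 13 to 43 in VL (7 to 31 induced, 5 to 10 repressed), and moved without the same libraries as all defense response genes. NPR genes ranged from 0 to 1 induced and 0 to 6 repressed in BL, with 0 induced without replicates 2 and 3 of BL/US-1283 or 5 and 6 of BL/US-812, and 0 repressed without replicate 2, 2 without 3, 3 without 4, 2 without 5 and 0 without 6. In VL 2 to 4 NPR genes were repressed, with 3 without replicate 1 of VL/US-1283 and 2 without each of replicates 4, 5 and 6 of VL/US-812, where 3 of the 5 were not tested. Repressed phenylpropanoid genes ranged from 2 to 8 in BL, with 2 and 5 without replicates 2 and 3 of BL/US-1283 and 3 without replicate 6 of BL/US-812, and from 1 to 2 in VL, with 1 in each case but that without replicate 4 of VL/US-812. Peroxidases ranged from 1 to 5 in BL, with 1 without replicate 2 of BL/US-1283 and 2 without replicate 6 of BL/US-812, and laccases from 0 to 5, with 5 without replicate 1 of BL/US-1283 and 0 in the other cases. Auxin pathway genes called in BL/US-1283 BGU ranged from 0 to 4, with 0 without replicates 2 and 3 of BL/US-1283 or 6 of BL/US-812. There AUX/IAA genes induced and SAUR genes repressed each ranged from 0 to 2, with 0 without these same libraries and 2 without replicate 1 of BL/US-1283. In VL the ranges were 0 to 1 for peroxidases, 0 to 3 for laccases, 0 to 2 for auxin pathway genes called and 0 to 2 for SAUR genes repressed, each highest without replicate 4 of VL/US-812 BGU and 0 in the other cases. The direction of change of a list did not reverse with RLE normalization.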

Differences from the paper's values

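The tests in this part were set before any result was seen, while the PR4 match, the second PNP-A gene and the lipid-transfer genes below were chosen after their values were seen. Values of edgeR are set beside those the paper states, and a count is listed where one is more than 1.5 times the other.

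The paper's numbers of DEGs AGU are 102 in BL/US-1283 (33 induced, 37 repressed) and 205 in VL/US-1283 (78 induced, 46 repressed), and edgeR called 0 in each, with 0 induced and 0 repressed. Common DEGs AGU number 3 in the paper and 0 here, and those common to all comparisons 2 in the paper and 0 here. With DESeq2, the tool the paper's methods name, these values were within 1.5 times the paper's, while RLE normalization, no filter on low counts, thinning, 1 fit over all 24 libraries and the omission of any 1 library left them apart. An unadjusted p under 0.05 in edgeR was found for 987 genes AGU with BL and 1159 with VL.

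The paper's DEGs BGU are 4749 in BL/US-1283 (1446 induced, 1159 repressed), where edgeR called 2252 (841 induced, 610 repressed), and 2680 in VL/US-1283 (1053 induced, 649 repressed), where edgeR called 959 (491 induced, 270 repressed). The paper's common DEGs BGU are 1640 (710 induced, 378 repressed) and those of edgeR 635 (338 induced, 180 repressed). The paper's defense response DEGs are 173 in BL/US-1283 BGU, 107 of them induced, and 127 in VL/US-1283 BGU, where edgeR called 101 with 70 induced and 71. The paper's R genes are 118 and 93, and edgeR called 75 and 55. In BL/US-1283 BGU the paper's repressed phenylpropanoid genes are 16 and its peroxidases 8, and edgeR called 8 and 4. With DESeq2 and with 1 fit over all 24 libraries all these values BGU were within 1.5 times the paper's. With RLE normalization, no filter on low counts, thinning or the omission of any 1 library each was still listed as different.

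In its account of systemic acquired resistance mediated by salicylic acid, the paper states that genes for pathogenesis-related proteins were not among the DEGs. Whether that response includes the PR4 match below was not examined. A PR4 match, Ciclev10030085m.g, chosen after its values were seen, was called by edgeR in BL/US-1283 BGU with a log2FC of 3.08 (standard error 0.722, adjusted p = 0.0443 with Benjamini-Hochberg adjustment) and no overlap between the rootstocks. It was called without replicate 4 of BL/US-812 BGU and not without any of the other 5 libraries. With VL it was not called by edgeR, at 3.27 (0.886). DESeq2 called it with either scion, and over the alternatives with all libraries its adjusted p by edgeR or DESeq2 with Benjamini-Hochberg adjustment ranged from 0.000509 to 0.0518 with BL and from 0.0119 to 0.161 with VL.

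The paper places repressed genes of systemic acquired resistance in BL/US-1283 AGU. For PNP-A Ciclev10009878m.g the log2FC by edgeR was -3.98 with an adjusted p of 0.869 (Benjamini-Hochberg), and the rootstocks overlapped. The second PNP-A gene and both lipid-transfer genes with that annotation were not called by edgeR either, and DESeq2 called each of the 4.

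The paper states that defense response genes were not differentially expressed AGU. By edgeR 0 were called with either scion, and DESeq2 called 3 with BL and 4 with VL.

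The paper describes a stronger molecular response with BL than with VL. A larger number of DEGs was called in BL/US-1283 BGU by edgeR and DESeq2. Over the 5402 genes called BGU over both scions, the major axis slope of VL on BL log2FC was 0.883, without a computed spread. The test of the difference between the scions BGU called 0 genes by edgeR, with 1095 at an unadjusted p under 0.05 and 19 by DESeq2.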

Other observations

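The comparison of the spread between replicates in BL and VL was chosen only after the result it bears on was seen, and the other tests in this part were written down beforehand.

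More DEGs were called in BL/US-1283 BGU than in VL/US-1283 BGU. Depth does not explain this, as 902 were called in VL and 2202 in BL with every library thinned to the smallest total. A smaller spread between replicates in BL was not seen with all libraries. The common biological coefficient of variation was 0.3452 in BL/US-1283 BGU and 0.3195 in VL/US-1283 BGU. With 1 library left out it ranged from 0.3118 to 0.3677 in BL and from 0.2653 to 0.3448 in VL. These ranges overlap, so a smaller spread in BL is not excluded. The numbers of DEGs fell without any 1 of the libraries, to between 129 and 1842 in BL and between 174 and 931 in VL. Fits without 1 library have fewer samples, and whether this alone lowered the numbers was not tested. The test of the interaction with scion called 0 genes by edgeR, with 1095 at an unadjusted p under 0.05 and 19 by DESeq2. The 100 of 100 splits drawn of the libraries by scion within each rootstock with at least as many say nothing, since every split reaches 0. The power of this interaction test was not simulated. Over the 5402 genes called BGU over both scions, the major axis slope of VL on BL log2FC was 0.883. These genes were selected on the same libraries and no spread of the slope was computed. A difference between the scions in their response was not shown and stays open.

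Over both scions, edgeR called 5402 genes BGU and 1 AGU for the effect of the rootstock. With 1 library left out the number BGU ranged from 3940 to 6021. Of the 100 splits drawn of the libraries within each scion, 1 gave as many BGU, the split by rootstock itself, with at most 1875 in the others. AGU 2 of 100 splits gave as many, with at most 3 genes in the others, and the 1 gene, WRKY23, was not called without any 1 of 9 of the 12 libraries. Chance is excluded at a share of 0.05 for the count BGU. The share AGU is under 0.05 as well, but that count is 1 gene, and the other of the 2 splits gave more genes than the split by rootstock. Chance is therefore not firmly excluded AGU.

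With DESeq2, 5 of the 10 splits of the BL/US-1283 AGU and BL/US-812 AGU libraries gave at least the 103 DEGs of the split by rootstock, with up to 1609 in a split that mixes the rootstocks. For VL 2 of the 10 splits gave at least 202, with up to 846. These splits do not exclude chance, and with 10 splits they could not.

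A hypothesis was that changes AGU follow those BGU, as RNA moving from the rootstock into the scion might cause. To avoid shared plants, the log2FC AGU of one scion's plants was correlated with the log2FC BGU of the other's. The r across genes was 0.137 for BL AGU with VL BGU and -0.051 for VL AGU with BL BGU. Their mean was 0.043, and 147 of 400 splits of the AGU libraries gave one as large, so chance is not excluded, and a mean over values of opposite sign decides nothing about either. The correlation between the log2FC AGU of BL and VL was -0.204, with 164 of 200 splits as large, and chance may account for this as well. Genes are not independent replicates. Of genes counted BGU on 1 rootstock alone in the other scion's plants, 66.7% of 72 pairs of gene and scion were higher AGU on that rootstock, as large a share as in 11 of 400 splits. By list these were 19 of 27 and 19 of 29 for genes of US-1283 and 3 of 7 and 7 of 9 for genes of US-812. On the rootstock that expresses them, the level AGU of genes counted BGU on 1 rootstock alone had a median of 5.91% of the level BGU in BL and 36.9% in VL, and 15 of 48 and 17 of 55 genes were under 1%. These levels include any expression by the scion itself. The lists for US-812 are too short and go both ways, so rootstock RNA in the AGU libraries and regulation in the scion cannot be told apart.

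Replicates 1 and 2 of VL/US-1283 AGU were closer to each other than any other pair of replicates, with a chi-square per degree of freedom of 16.4, where the next pair had 70.0. If both were taken from 1 plant, both would deviate from their group together with the BGU library of that plant. Across genes, AGU replicate 1 correlated 0.146 with BGU replicate 2 and -0.064 with its own BGU replicate 1, while AGU replicate 2 correlated 0.464 with BGU replicate 2. The first value is below the 0.284 to 0.557 of the other plants, so 2 samples of 1 plant and a chance likeness of 2 plants cannot be told apart. These libraries matter for the interaction with position in VL, which gave 256 genes without replicate 1 and 270 without replicate 2.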
